# High-Resolution Analysis of Parent-of-Origin Allelic Expression in the Arabidopsis Endosperm

**DOI:** 10.1371/journal.pgen.1002126

**Published:** 2011-06-16

**Authors:** Philip Wolff, Isabelle Weinhofer, Jonathan Seguin, Pawel Roszak, Christian Beisel, Mark T. A. Donoghue, Charles Spillane, Magnus Nordborg, Marc Rehmsmeier, Claudia Köhler

## Abstract

Genomic imprinting is an epigenetic phenomenon leading to parent-of-origin specific differential expression of maternally and paternally inherited alleles. In plants, genomic imprinting has mainly been observed in the endosperm, an ephemeral triploid tissue derived after fertilization of the diploid central cell with a haploid sperm cell. In an effort to identify novel imprinted genes in *Arabidopsis thaliana*, we generated deep sequencing RNA profiles of F1 hybrid seeds derived after reciprocal crosses of Arabidopsis Col-0 and Bur-0 accessions. Using polymorphic sites to quantify allele-specific expression levels, we could identify more than 60 genes with potential parent-of-origin specific expression. By analyzing the distribution of DNA methylation and epigenetic marks established by Polycomb group (PcG) proteins using publicly available datasets, we suggest that for maternally expressed genes (MEGs) repression of the paternally inherited alleles largely depends on DNA methylation or PcG-mediated repression, whereas repression of the maternal alleles of paternally expressed genes (PEGs) predominantly depends on PcG proteins. While maternal alleles of MEGs are also targeted by PcG proteins, such targeting does not cause complete repression. Candidate MEGs and PEGs are enriched for cis-proximal transposons, suggesting that transposons might be a driving force for the evolution of imprinted genes in Arabidopsis. In addition, we find that MEGs and PEGs are significantly faster evolving when compared to other genes in the genome. In contrast to the predominant location of mammalian imprinted genes in clusters, cluster formation was only detected for few MEGs and PEGs, suggesting that clustering is not a major requirement for imprinted gene regulation in Arabidopsis.

## Author Summary

Genomic imprinting poses a violation to the Mendelian rules of inheritance, which state functional equality of maternally and paternally inherited alleles. Imprinted genes are expressed dependent on their parent-of-origin, implicating an epigenetic asymmetry of maternal and paternal alleles. Genomic imprinting occurs in mammals and flowering plants. In both groups of organisms, nourishing of the progeny depends on ephemeral tissues, the placenta and the endosperm, respectively. In plants, genomic imprinting predominantly occurs in the endosperm, which is derived after fertilization of the diploid central cell with a haploid sperm cell. In this study we identify more than 60 potentially imprinted genes and show that there are different epigenetic mechanisms causing maternal and paternal-specific gene expression. We show that maternally expressed genes are regulated by DNA methylation or Polycomb group (PcG)-mediated repression, while paternally expressed genes are predominantly regulated by PcG proteins. From an evolutionary perspective, we also show that imprinted genes are associated with transposons and are more rapidly evolving than other genes in the genome. Many MEGs and PEGs encode for transcriptional regulators, implicating important functional roles of imprinted genes for endosperm and seed development.

## Introduction

Genomic imprinting is an epigenetic phenomenon present in mammals and flowering plants that leads to differential expression of alleles of the same gene dependent on the parent-of-origin. Imprinted genes are differentially marked in the gametes, making maternal and paternal alleles functionally different [1]. Whereas in mammals imprinting occurs in the placenta as well as the embryo and tissues of the adult organism, most examples of imprinted genes in plants to date are confined to the endosperm [2]. Although examples of imprinted genes in the plant embryo exist [3], they seem to be rare. The endosperm is a functional analog of the mammalian placenta and serves to support embryo growth [4]. It is a triploid tissue that is derived after fertilization of the homodiploid central cell with a haploid sperm cell, whereas the second sperm cell will fertilize the haploid egg cell, leading to the formation of the diploid embryo [5].

Genome-wide studies of DNA methylation in embryo and endosperm have revealed transposon and repeat sequences to be largely hypomethylated in the endosperm compared to the embryo [6], [7], with virtually all CG sequences methylated in the embryo having reduced methylation levels in the endosperm [7]. Methylation levels at CG sites are partially restored in the endosperm of mutants where the DNA glycosylase *DEMETER* (*DME*) is disrupted [7], implicating DME to be largely responsible for genome-wide CG demethylation in the endosperm. Repression of the DNA methyltransferase *MET1* in the central cell is also considered to contribute to the establishment of differential DNA methylation in the endosperm [8]. Transposon insertions or local sequence duplications are known to recruit DNA methylation and to initiate silencing of neighbouring genes in vegetative tissues [9]. This process is likely to render the targeted genes to be imprinted, as the maternal alleles can escape silencing by DME-mediated DNA demethylation in the endosperm. Based on the idea that DNA demethylation will activate genes in the endosperm that are silenced in vegetative tissues, Gehring and colleagues identified five novel imprinted genes and predicted around 50 imprinted genes in Arabidopsis, with many such genes encoding transcription factors and proteins with chromatin-related functions [6].

Although DNA methylation is widely recognized as a major mechanism for imprinted gene regulation, there are several examples suggesting that DNA methylation is not in all cases sufficient to establish imprinted gene expression. For instance, silencing of the maternal alleles of *PHERES1* (*PHE1*) and the paternal alleles of *MEDEA* (*MEA*) and *ARABIDOPSIS FORMIN HOMOLOGUE 5* (*AtFH5*) depend on repressive activity of the FERTILIZATION INDEPENDENT SEED (FIS) Polycomb group (PcG) complex [10]–[14]. The FIS PcG complex is a chromatin modifying complex that by trimethylating its target genes on histone H3 at lysine 27 (H3K27me3) causes gene repression [15]. MEA itself is a subunit of the FIS PcG complex and autoregulates its expression by repressing the paternal *MEA* allele [11]–[13], whereas activity of the maternal *MEA* allele requires DME-mediated DNA demethylation [16], [17]. Similarly, imprinted expression of *PHE1* depends on both, the FIS PcG complex and DME-mediated DNA demethylation [6], [18], [19]. Demethylation of a helitron remnant located 2.5 kbps downstream of the *PHE1* locus as well as binding of the FIS PcG complex to the *PHE1* promoter region are required for silencing of the maternal *PHE1* alleles, suggesting long-range interactions between the repeat region and PcG proteins [19].

As demethylation of repeat elements and transposons in the endosperm is a major mechanism giving rise to imprinted gene expression, it has been proposed that imprinting arose as a by-product of a silencing mechanism targeting invading foreign DNA [6], [7], [20]. Another view on the evolution of imprinted genes states that imprinting arose as a consequence of a conflict over the distribution of resources from the mother to the offspring [21], [22]. This theory predicts that there will be a selection for paternally active genes that can maximize the transfer of nutrients to the developing embryo, whereas the mother protects herself against the demands of the embryo by suppressing the growth induced by the paternally active genes. In line with this theory, imprinting occurs in placental mammals and flowering plants, both contributing maternal resources to the progeny. Furthermore, many imprinted genes in mammals affect both the demand and supply of nutrients across the placenta [23]. From the few known imprinted genes in plants, some do affect endosperm growth [24]–[26] and there is evidence that some imprinted genes may be fast evolving [27]–[29]. This suggests that imprinted gene expression, although being a likely by-product of a genome defence mechanism, may confer a selective advantage.

The discussion about the origin and evolution of imprinted gene expression in plants has been restricted by the sparse knowledge of imprinted loci. In this study we report on the identification of more than 60 genes in Arabidopsis with predicted parent-of-origin specific expression, greatly extending the number of potential imprinted loci in plants. Our study also revealed that specifically maternally and paternally expressed genes are regulated by different molecular mechanisms that rely on DNA methylation and FIS PcG function, respectively. Finally, we find that imprinted genes in plants are more rapidly evolving when compared to all other genes in the genome, and we propose that transposons may have been a driving force for the evolution of imprinted gene expression in Arabidopsis.

## Results

### Genome-Wide Identification of Genes with Parentally-Biased Expression

We performed reciprocal crosses of the two *Arabidopsis thaliana* accessions Col-0 and Bur-0 that offer a sufficiently high number of small nucleotide polymorphisms (SNPs) to define the parent-of-origin expression of the majority of genes [30]. Seeds containing globular stage embryos were harvested at 4 days after pollination (DAP). Microscopic analysis of seeds derived from four siliques developing after reciprocal crosses of Col-0 and Bur-0 accessions did not reveal obvious developmental differences (Figure 1A), suggesting that Col-0 and Bur-0 accessions have similar properties when used as maternal plant or pollen donor. 

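RNA from whole seeds harvested at 4 DAP was sequenced for both directions of the cross, with the mother named first. Each cross is represented by 1 library, so no spread between plants can be given, and its 4 lanes are listed under that library. Between lane 1 of Col-0×Bur-0 and the other lanes of that cross, window counts were dispersed by 13.8 to 15.2 times the sampling noise, and between the other pairs of lanes of one cross by 0.981 to 1.47 times. The authors matched the 36-nt reads with vmatch to 71-nt windows around the Bur-0 SNPs of the TAIR8 sequence, once with the Col-0 base and once with the Bur-0 base in the window, allowing up to 2 mismatches and keeping matches that were unique in the set of windows. They deposited 1 line per match, with the window, the position and orientation of the match and the read, without counts, gene names or normalization. Matches were counted here per SNP window and allele, as raw counts. The Col-0×Bur-0 library gave 6773239 matches, between 1295748 and 1830948 per lane, and the Bur-0×Col-0 library gave 8576779 matches, between 1733892 and 2313110 per lane. Of the matches in Col-0×Bur-0, 6309591 were to the maternal Col-0 allele, a share of 93.2% (95% Wilson interval 93.1% to 93.2%). Of the matches in Bur-0×Col-0, 8182154 were to the maternal Bur-0 allele, a share of 95.4% (95% Wilson interval 95.385% to 95.413%). The intervals cover counting error only, since reads without molecular identifiers are not independent molecules. Counting matches of one start and strand once per lane moved these shares most, to 90.8% in Col-0×Bur-0, and restricting them to windows with no other matched SNP within 35 nt, an alternative chosen after seeing the data, gave 93.4% in Bur-0×Col-0. Over the 34959 windows with at least 20 matches in each cross, the median maternal share was 98.1% in Col-0×Bur-0 and 98.3% in Bur-0×Col-0. Not every window separates the parents. That starting at 14270691 on chromosome 5 had 56068 Bur-0 matches and 1 Col-0 match in Col-0×Bur-0, and 45826 and 0 in Bur-0×Col-0. It held 12.1% of the paternal matches of Col-0×Bur-0. Over both crosses, 9986 windows with at least 10 matches had none of one accession.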

We generated mRNA-sequencing libraries of seeds derived from Col-0 × Bur-0 and Bur-0×Col-0 crosses, which we sequenced to 80-fold and 67-fold transcriptome coverage, respectively (see Materials and Methods). We identified 12041 genes (q<0.05) with maternally biased expression (maternally expressed genes, MEGs; Table S1) and 119 genes (q<0.05) with paternally biased expression (paternally expressed genes, PEGs; Table S2; see Materials and Methods for details). 

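Without the TAIR8 annotation, which was not used here, the test of the paper was first applied to each of the 147349 matched SNP windows in place of each gene. A one-sided exact binomial test against 2m∶1p was made in each cross, the larger of both p-values was squared, and windows with q of at most 0.05 were counted. Maternal bias was found in 47300 windows (32.1%) and paternal bias in 76 windows (0.0516%). As these tests are made on the reads of 1 library per cross, they compare the libraries with a fixed ratio and have no replicate check. The number of paternally biased windows changed most with a null ratio of 1 maternal to 1 paternal match, which left 18 windows. For the genes listed in the tables of the paper, the gene region was taken as the run of neighbouring matched windows whose summed counts of the 4 alleles equal those listed for that locus, a procedure chosen after the data were examined. This placed 118 of the 119 loci of Table S2, and all of them had a joint p of at most 0.000152, under the limit of 0.000311 that corresponds to q of 0.05. Of the paternally biased windows, 66 lay in these loci. More paternal than maternal matches in both crosses were found for 98 of the 118 loci, and 61 loci had fewer than 50 matches over both crosses. Outside the candidate list, the smallest joint p, which depends on depth as well as on bias, was found at AT5G61412, on chromosome 5 of TAIR8 between 24703962 and 24704243, with 855 paternal of 1637 matches in Bur-0×Col-0 and 746 of 1490 in Col-0×Bur-0 (exact joint p = 2.5e-80). None of its 4 windows had more paternal than maternal matches in both crosses, and with one start and strand counted once per lane it had 307 maternal and 263 paternal matches in Bur-0×Col-0 and 215 and 270 in Col-0×Bur-0. The next smallest joint p-values were those of VIM5 (AT1G57800, exact joint p = 6.0e-75), AT4G13490 (exact joint p = 2.9e-52), AT2G36560 (exact joint p = 3.7e-51) and AT2G24693 (exact joint p = 8.1e-43). At AT2G24693 the paternal share was 38.9% in Bur-0×Col-0 and 47.7% in Col-0×Bur-0, so the maternal matches were the more frequent ones. Of the 12041 maternally biased genes, the 1998 listed in the part of Table S1 that was used here could be examined. For the deepest of these outside Table S4 the joint p was too small to be computed, and the 5 with the most matches were GILT (AT4G12960), BAN (AT1G61720), LTP6 (AT3G08770), LDOX (AT4G22880) and BGLU18 (AT1G52400), with maternal shares between 98.5% and 100% in Bur-0×Col-0 and between 99.8% and 100% in Col-0×Bur-0. At LTP6, 94.4% of the matches came from 1 of 2 SNP windows.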

Within this dataset we identified seven MEGs and six PEGs that were previously predicted to be regulated by genomic imprinting [6]. We also identified the known imprinted genes *FWA* [31], *MYB3R2* [6], and *At3g25260* [6] in our MEG dataset as well as *PHE1* [10] and *At5g62110* [6] in the PEG dataset. 

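FWA (AT4G25530) was covered by 1 SNP window, on chromosome 4 of TAIR8 from 13040109 to 13040179. It had 42 maternal and 2 paternal matches in Bur-0×Col-0, a maternal share of 95.5% (95% Wilson interval 84.9% to 98.7%). In Col-0×Bur-0 it had 22 maternal matches and 0 paternal ones, which allows a paternal share of up to 13.6% (exact joint p = 1.8e-08). Such a limit for a count of 0 is the share that 3 matches would make, and not a Wilson limit. MYB3R2 (AT4G00540) had 23 maternal and 0 paternal matches over 7 windows in Bur-0×Col-0, but only 5 matches in Col-0×Bur-0, all maternal (exact joint p = 0.0173). In Col-0×Bur-0, 3 of 5 matches would make a paternal share of 60.0%, and the 95% Wilson upper limit was 43.45%. The call of MYB3R2 was lost when lane 2 or lane 3 of both crosses was left out, and also with the SNP window with the most matches alone. AT3G25260 was covered more deeply, with 2 paternal of 5564 matches in Bur-0×Col-0 and 1 of 1758 in Col-0×Bur-0. For PHE1 (AT1G65330), 54 of 56 matches in Bur-0×Col-0 were paternal (96.4%), but only 50 of 83 in Col-0×Bur-0 (60.2%, maternal share 39.8% with a 95% Wilson interval of 29.9% to 50.5%; exact joint p = 2.2e-13). AT5G62110 had paternal shares of 55.4% in Bur-0×Col-0 and 72.3% in Col-0×Bur-0 (exact joint p = 3.3e-07), and its paternal matches exceeded the maternal ones in 2 of 4 lanes of Bur-0×Col-0 and 3 of 4 lanes of Col-0×Bur-0.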

Several known imprinted genes were not identified either due to low numbers of sequence reads (*MEA* and *FIS2*), lack of SNPs between Col-0 and Bur-0 (*MPC* [26]), or lack of significant q values (*ATFH5*, *HDG3*, *HDG8*, and *HDG9* [6]. Several of the previously identified imprinted genes (*HDG3*, *HDG8*, *HDG9*) had significantly deviating read numbers from a predicted 2m∶1p ratio only in one direction of the cross but not in the reciprocal cross and therefore failed to pass our significance threshold. This suggests that genomic imprinting can be accession-dependent and many genes may be imprinted in one accession but biallelically expressed in another accession, as was previously described for different alleles of the maize *R* and *dzr1* loci [32]–[33]. Together, based on SNP distributions deviating from the expected 2m∶1p genome ratio we successfully identified six out of twelve previously identified imprinted genes, indicating that using this approach we can successfully identify novel imprinted genes on a genome-wide scale.

**Figure 1:**
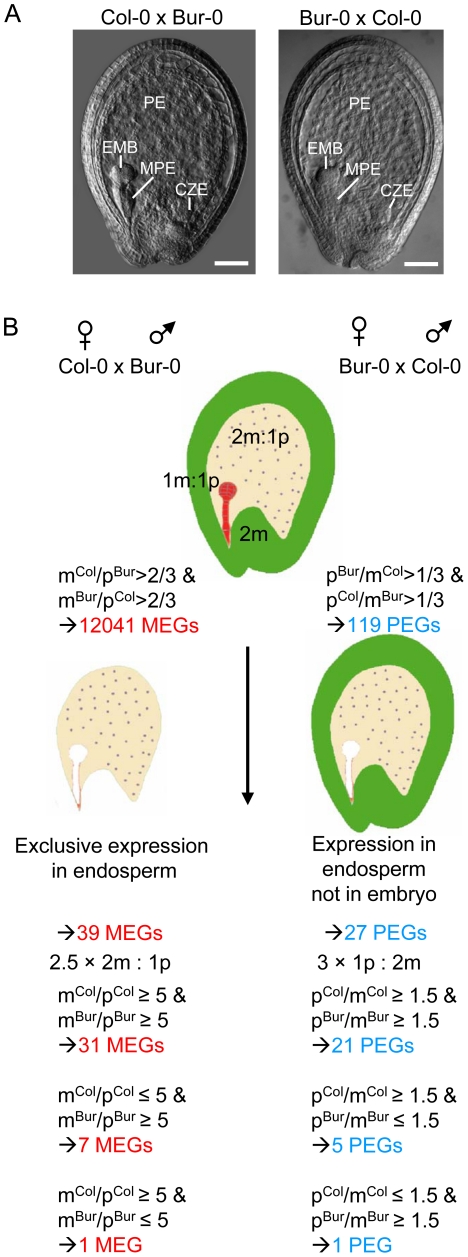
Scheme of Experimental Procedures Leading to the Identification of MEGs and PEGs in Arabidopsis. (A) Seeds derived after reciprocal crosses of Col-0 and Bur-0 accessions are phenotypically indistinguishable. Embyro (EMB), chalazal (CZE), micropylar (MPE) and peripheral (PE) endosperm are indicated. Scale bars, 50 µM. (B) Outline of filtering procedures leading to the identification of MEGs and PEGs.

### Identification of Imprinted Genes in the Endosperm

Genes that are regulated by genomic imprinting are expected to be expressed in zygotic tissues, excluding genes that contribute long lived RNAs from gametophytic tissues or that are expressed in the maternally-derived seed coat. As we used RNA isolated from seeds, many of the MEGs were likely to be seed coat-expressed genes and not necessarily imprinted genes. Therefore, we identified a stringent group of 400 genes that were preferentially expressed in the endosperm, selecting for genes with fivefold or greater signal log ratios (SLRs) in one of the endosperm domains compared with the seed coat and which were not significantly expressed in vegetative tissues (Table S3, Figure 1B and Materials and Methods). To avoid a bias towards strongly expressed genes, we included MEGs with low mRNA levels (read counts higher or equal to 10 and smaller or equal to 30) having only threefold or higher SLRs in one of the endosperm domains compared with the seed coat and which were not significantly expressed in vegetative tissues. 

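All 39 loci of Table S4 could be placed on the matched windows, and each passed the joint binomial test, with joint p-values of at most 0.0205 against a limit of 0.0314. The lists were selected by the paper on these libraries, so these calls are not independent evidence. The loci had between 9 and 7105 matches in Bur-0×Col-0 (median 63) and between 5 and 8857 in Col-0×Bur-0 (median 67), and 12 loci had fewer than 50 matches over both crosses. The maternal share ranged from 68.8% to 100% in Bur-0×Col-0 (median 96.7%) and from 73.9% to 100% in Col-0×Bur-0 (median 99.8%). No paternal match was found for 12 loci in Bur-0×Col-0 and for 17 loci in Col-0×Bur-0. The deepest coverage was that of AT1G20680, with 7078 maternal and 27 paternal matches in Bur-0×Col-0 and 8846 maternal and 11 paternal matches in Col-0×Bur-0. AT3G23060 had maternal shares of 97.3% and 92.9% in the respective crosses (exact joint p = 1.5e-30). AT2G19400 had 12 maternal and 2 paternal matches in Bur-0×Col-0 and 21 maternal and 1 paternal matches in Col-0×Bur-0 (exact joint p = 0.0111), and its call was lost when each read was counted once per gene. The number of loci that passed was 28 when the larger p-value was not squared, and between 31 and 36 when 1 lane of both crosses was left out. Without the SNP window with the most matches of each gene, an alternative chosen after seeing the data, 25 of the 31 loci with more than 1 window passed, and the other 8 loci could not be tested. At AT1G73560 the shares were the lowest of the list, and the locus was not called when matches of one start and strand were counted once per lane.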

After this selection we identified 39 candidate MEGs with maternally-biased expression (Table S4), among them *FWA*, *MYB3R2* and three predicted imprinted genes (*At2g19400*, *At3g23060*, *At4g00540* [6]). For simplicity, candidate MEGs and PEGs will be referred to as “MEGs” and “PEGs” throughout this manuscript. In contrast, MEGs and PEGs that passed additional PCR-based tests will be referred to as “confirmed MEGs and PEGs”. We considered the possibility that some MEGs are not transcribed in the endosperm but instead contribute long-lived maternally-inherited RNAs. This would predict that the mRNA levels of these genes should be reduced in seeds at 4 DAP compared to flowers containing developed female gametophytes. Out of 39 tested genes only three genes (*At1g54280*, *At3g26590*, *At4g26140*) had lower expression levels in 4 DAP seeds than in stage 12 flowers (containing eight-nucleate/seven-celled female gametophytes [34]), implicating that maternally stored mRNAs do not extensively bias the identification of imprinted genes at 4 DAP. Selection for parentally-biased expression was based on deviating sequence reads from the expected 2m∶1p ratio of maternal Col-0 (m^Col^) to paternal Bur-0 (p^Bur^) as well as maternal Bur-0 (m^Bur^) and paternal Col-0 (p^Col^) alleles. However, when analyzing the ratio of m^Col^ to p^Col^ as well as m^Bur^ to p^Col^ alleles, we noted that seven of the identified MEGs were likely to be imprinted only in the Bur-0 accession, but not in the Col-0 accession and one of the identified MEGs was likely to be imprinted only in the Col-0 accession, but not in the Bur-0 accession (Table S4), considering a fivefold higher expression of both maternal alleles over the paternal allele as maternally-biased expression. This suggests that there is considerable accession-dependency underlying the regulation of imprinted genes in Arabidopsis.

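The ratios were recomputed from the matches of each locus, with a count of 0 set to 1 and a limit of 5. Below this limit in Col-0 only were AT1G61090 (mCol/pCol 4.28), AT4G29640 (2.05), AT1G07690 (4.50), AGL28 (AT1G01530, 0.889), ALE1 (AT1G62340, 0.826) and AGL96 (AT5G06500, 0.667). Their mBur/pBur ratios lay between 15.0 and 949. AT4G22400 was below the limit in Bur-0 only, with an mBur/pBur ratio of 1.26 and an mCol/pCol ratio of 190. AT1G73560 was below it in both accessions, with ratios of 4.80 for Bur-0 and 1.30 for Col-0. The ratio joins the matches of both libraries, so a difference in depth or in the total matches of a gene enters it. All genes below the limit in Col-0 only had more matches in Bur-0×Col-0, as AGL96 with 132 against 18 and ALE1 with 369 against 83. AT4G22400 had 48 against 228. The maternal shares in the respective crosses were 81.8% and 88.9% for AGL96, 76.7% and 85.5% for ALE1, and 100% and 83.3% for AT4G22400. Scaling by library totals does not remove such differences of single genes. Scaling the counts to the total matches of each cross left 4 genes below the limit in Col-0 only, while adding 1 to every count gave 11. Some of the ratios rested on few windows. In AT1G61090 the 98 paternal Col-0 matches were found in 2 of 8 windows, 51 in the window starting at 22503212 and 47 in that starting at 22503961 on chromosome 1 of TAIR8. In AT4G29640, 146 of the 149 paternal Col-0 matches fell in the window starting at 14526767 on chromosome 4. In AT4G22400 all 38 paternal Bur-0 matches fell in the window starting at 11817784, on the same chromosome, as did 46 of the 48 maternal Bur-0 matches. AGL28 had 8 maternal Col-0 matches against 9 paternal ones, and AT1G07690 had 9 against 2. From these ratios, the paper proposes that the regulation of imprinted genes depends on the accession. It also tested this by PCR in some genes, among them AGL28 and AGL96, which it found biallelic in 1 direction of the cross.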

Many PEGs were strongly expressed in pollen but only weakly expressed in the endosperm (Figure S1A, S1B), implicating that transcripts loaded after fertilization from the sperm cells into the seed remained detectable in seeds at 4 DAP, as suggested by previous findings [35]. Therefore, we selected for PEGs that were present in a group of 12190 genes that we identified as being significantly expressed in the endosperm (Table S5). After this selection we obtained 38 genes (Table S6). 

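All 27 loci of Table S7 were placed on the matched windows and had joint p-values of at most 0.000152. Paternal matches exceeded maternal ones in both crosses for 25 loci; the exceptions were AT1G61330, with 57 matches of each parent in Bur-0×Col-0, and AT1G60740, with 319 maternal and 234 paternal matches in Col-0×Bur-0. The maternal share ranged from 0% to 50.0% in Bur-0×Col-0 (median 16.3%) and from 0% to 57.7% in Col-0×Bur-0 (median 6.25%). The number of matches was small, with a median of 34 in Bur-0×Col-0 and 31 in Col-0×Bur-0, and 14 loci had fewer than 50 matches over both crosses. AT1G35183 had the smallest joint p (1.9e-74), with 109 of 112 matches paternal in Bur-0×Col-0 and 84 of 86 in Col-0×Bur-0. AT1G49290 had no maternal match, and its 75 and 48 matches allow maternal shares of up to 4.00% in Bur-0×Col-0 and 6.25% in Col-0×Bur-0. AT4G11400 had 156 paternal of 244 matches in Bur-0×Col-0 and 146 of 250 in Col-0×Bur-0 (exact joint p = 1.9e-31). The coverage was lower for NF-YC7 (AT5G50470), with 27 of 29 and 5 of 5 matches paternal in 1 window, and for TAR1 (AT1G23320), with 10 of 15 and 24 of 27. YUC10 (AT1G48910) had 8 of 9 and 9 of 12 matches paternal, and IPT8 (AT3G19160) had 14 of 23 and 16 of 17. Against a ratio of 1 maternal to 1 paternal match 14 loci were called, and 14 were called with the SNP window with the most matches alone. When 1 lane of both crosses was left out, between 19 and 24 loci were called; of the low-coverage genes named here, YUC10 lost its call without lane 1, 3 or 4, TAR1 and IPT8 without lane 1, and NF-YC7 without lane 4.

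**Figure D1:**
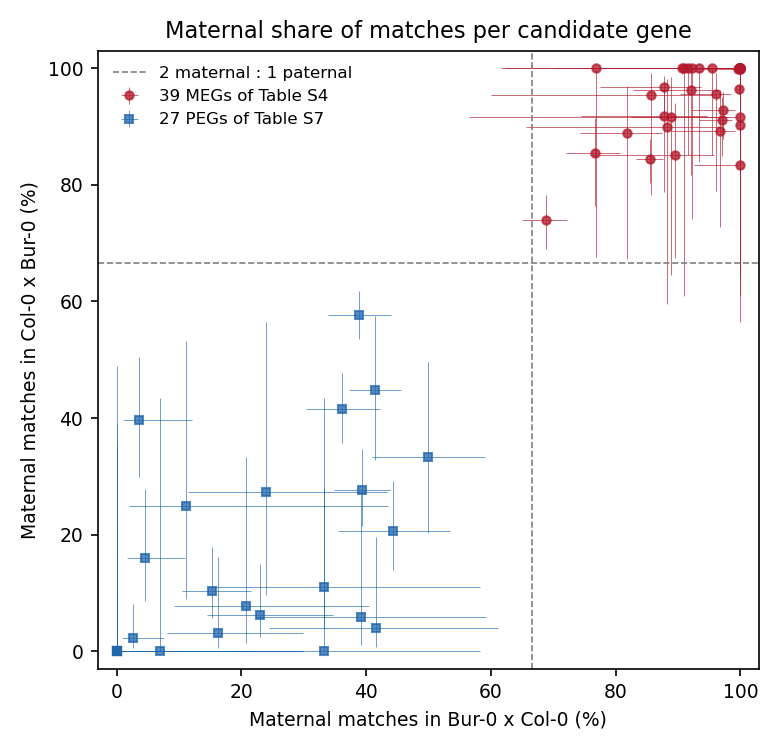
Maternal share of the matches of each candidate gene in Bur-0×Col-0 (horizontal axis, percent) and Col-0×Bur-0 (vertical axis, percent), with 95% Wilson intervals, for the 39 MEGs (circles) and 27 PEGs (squares); dashed lines mark 2 maternal to 1 paternal match. The MEGs lie above both lines, from 68.8% in Bur-0×Col-0 and 73.9% in Col-0×Bur-0 upwards, and the PEGs below both, up to 50.0% and 57.7%.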

Genes with predominant expression in the embryo are expected to mimic genes with paternally-biased expression and were excluded from the PEG list, resulting in 27 PEGs (Table S7, Figure 1B), among them previously identified genes *PHE1* [10] and *At5g62110* [6] as well as five predicted imprinted genes (*At4g11400*, *At1g48910*, *At5g50470*, *At3g19160*, *At1g23320* [6]). 

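The ratio of paternal to maternal matches of the same accession was computed for the 27 PEGs with the 1.5-fold limit given in Figure 1B. The ratio of pBur to mBur was below the limit, with the ratio of pCol to mCol above it, for FXG1 (AT1G67830, 0.724 against 5.60), AT1G61330 (0.421 against 4.75), AT4G20800 (0.146 against 11.9), SUVH7 (AT1G17770, 1.00 against 10.0) and AT4G11940 (1.33 against 6.33). AT1G60740 had the opposite order, with 1.66 for Bur-0 and 0.696 for Col-0. The genes below the limit in Bur-0 only all had more matches in Bur-0×Col-0, as AT4G20800 with 529 against 58. AT1G60740 had fewer there, 363 against 553. The maternal shares of AT4G20800 were alike, 41.4% in Bur-0×Col-0 and 44.8% in Col-0×Bur-0, so the total matches of a gene in each library enter its ratio. Scaling the counts to the total matches of each cross put 3 PEGs below the limit in Col-0 only, with PHE1 (AT1G65330, 1.29) and AT4G11400 (1.185) besides AT1G60740, and raised AT4G11940 above it. On windows with no other matched SNP within 35 nt, an alternative chosen after seeing the data, AT1G60740 was below the limit in both accessions (0.150 for Bur-0 and 0.654 for Col-0) and no PEG in Col-0 only. The ratio of SUVH7 rested on 5 paternal and 5 maternal Bur-0 matches. With a limit of 3, also chosen after seeing the data, 9 PEGs were below it in Bur-0 only, 2 in Col-0 only and 3 in both. In AT1G60740 none of the windows with matches in both crosses had more paternal than maternal matches in both of them. The window starting at 22365270 on chromosome 1 of TAIR8 held 198 of the 222 paternal and 312 of the 319 maternal Col-0 matches, and that starting at 22365435 held 214 of the 234 paternal and 65 of the 141 maternal Bur-0 matches.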

Considering a threefold higher expression of the paternal allele over maternal alleles as parentally-biased expression (Figure 1B), we identified five PEGs that were predominantly paternally expressed when inherited from the Col-0 parent, but biallelically expressed when inherited from Bur-0 and one PEG that was predominantly expressed when inherited from the Bur-0 parent but biallelically expressed when inherited from Col-0 (Table S7).

We considered the possibility that some of the MEGs and PEGs are regulated by parental-specific splicing. MEGs and PEGs had on average 6–8 SNPs per gene, making it rather unlikely that for genes with numbers of SNPs this large a single-exon splice variant could lead to the statistically very significant differences in overall read numbers. Nevertheless, we analyzed for every candidate gene its female and male read distributions over all SNPs of that gene over all SNPs of that gene with Pearsons's chi-square test. 

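The number of SNP windows with at least 1 match was 7.23 per gene on average for the 39 MEGs (median 5, range 1 to 52) and 8.19 for the 27 PEGs (median 5, range 1 to 32). A single window was available for 8 MEGs and 1 PEG. With only the SNP window with the most matches of each gene, 30 of the 39 MEGs passed the joint binomial test.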

All MEGs and PEGs had p-values larger than 0.05, indicating that parental-specific splicing is not a major confounding factor in our analysis.

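Pearson's chi-square test was made on the maternal and paternal matches per SNP window of each gene, with both crosses summed and p from 2000 simulated tables with the same margins. The test could be made for 47 of the 66 candidates; the other 19 had 1 window or matches of 1 parent only. The p-value was at most 0.05 for 13 genes, 9 MEGs and 4 PEGs, and 11 of these had a Benjamini-Hochberg adjusted p of at most 0.05 over the 47 tests. The smallest p that the simulation can give, 0.0005, was reached by AT1G20680, AT1G20730, SK8 (AT3G21830), AT1G61090, AT4G29640, AT4G10160 and AT1G60740. In SK8, 81 of the 82 paternal Bur-0 matches came from the window starting at 7693798 on chromosome 3 of TAIR8. In AT1G20730, 51 and 15 of the 74 paternal Bur-0 matches came from 2 of 11 windows. The other MEGs were AGL36 (AT5G26650), AT4G22400, ALE1 (AT1G62340) and AT1G73560, with permutation p-values between 0.0015 and 0.0040. The other PEGs were PKR2 (AT4G31900, permutation p = 0.0345) and AT4G20800 (permutation p = 0.0375), whose adjusted p-values were 0.135 and 0.136. The number was 9 of 38 testable genes with Col-0×Bur-0 alone and 15 of 42 with Bur-0×Col-0 alone. With matches of one start and strand counted once per lane, 9 of the 13 genes kept a p-value of at most 0.05.

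**Figure D2:**
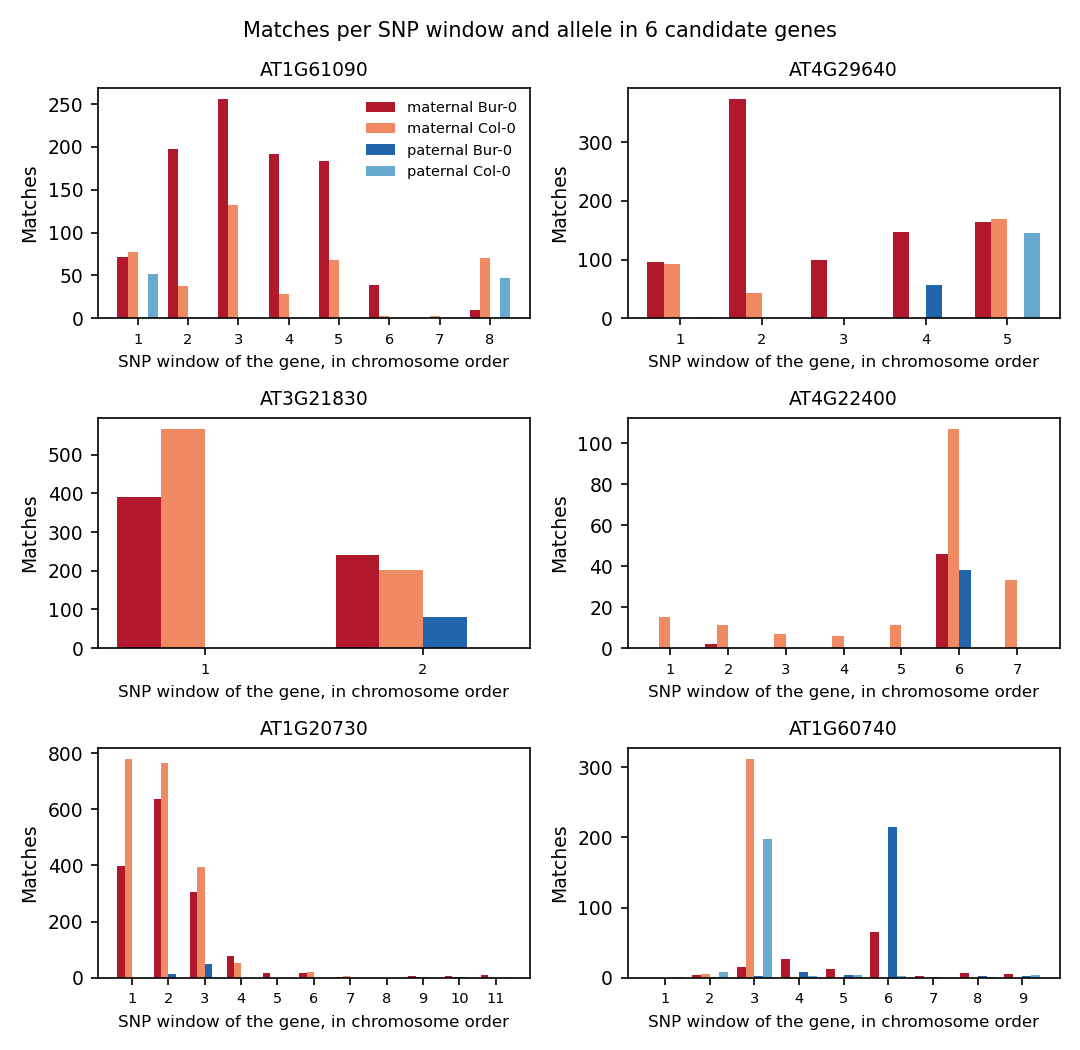
Matches per SNP window for 6 of the genes named here, with the windows of each gene in chromosome order on the horizontal axis and the number of matches on the vertical axis; bars give the maternal and paternal matches of each accession. The 146 paternal Col-0 matches of AT4G29640 stand in its last window, and the 81 paternal Bur-0 matches of AT3G21830 in the right one of its 2 windows.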

We tested allele-specific expression of selected MEGs and PEGs by restriction-based allele-specific PCR analysis as well as sequencing analysis and found eleven out of twelve MEGs tested to be predominantly expressed from the maternal alleles in reciprocal crosses (*At1g52460, At3g23060, At5g03020, At1g60970, At2g19400, At4g29570, At5g46300, At3g10590*, *At3g21830*, *At1g51000*, *AGL36*; Figure 2A). One MEG, *At1g20730*, was specifically maternally expressed in the Col-0×Bur-0 cross, whereas it was biallelically expressed in the Bur-0×Col-0 cross (Figure 2B). Two MEGs with predicted accession-specific imprinting (*AGL28* and *AGL96*) were similarly regulated (Figure 2B), indicating that these three genes are exclusively maternally expressed in Bur-0, but biallelically expressed in Col-0. We also confirmed paternal-preferential expression for eight out of twelve tested PEGs (*At4g31900, At1g49290, At5g54350, At3g50720, At1g11810, At5g50470, At3g62230, At3g49770*; Figure 2C). Three of the twelve tested PEGs (*AGL23, At1g66630, At1g11810*) were preferentially paternally expressed in one direction of the cross but biallelically expressed in the reciprocal cross, indicating a significant accession-dependency in the regulation of PEGs (Figure 2D). Biallelic expression of *AGL23* in Col-0 is consistent with the previously proposed role of *AGL23* for female gametophyte development in the Col-0 accession [36]. However, our data suggest that the functional roles of *AGL23* differ between different Arabidopsis accessions. We furthermore confirmed the predicted accession-specific expression of *At4g11940*, which was paternally expressed in the cross Bur-0×Col-0, but biallelically expressed in the reciprocal cross (Figure 2D). Together, with 19 out of 24 predicted reciprocally imprinted genes being experimentally confirmed and experimental confirmation of three out of three predicted accession-dependent imprinted genes, we conclude that the majority of the newly predicted MEGs and PEGs are indeed regulated by genomic imprinting.

**Figure 2:**
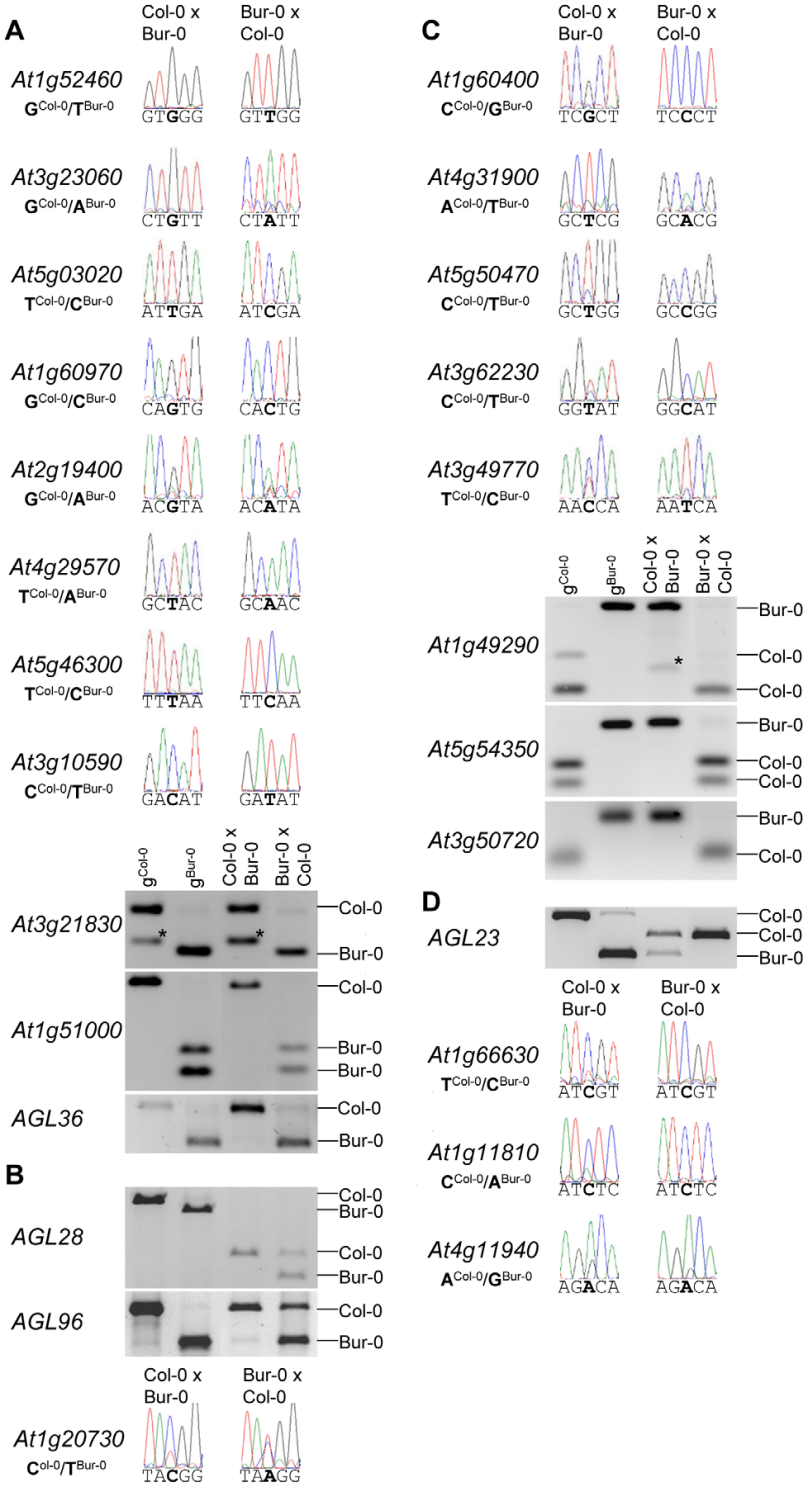
Allele-Specific Expression Analysis of MEGs and PEGs. Seeds of reciprocal crosses of Col-0 and Bur-0 accessions were harvested at 4 DAP and allele-specific expression was tested by restriction-based allele-specific PCR analysis or sequencing. MEGs and PEGs that are imprinted in both directions of the cross are shown in (A) and (C), MEGs and PEGs that are accession-dependently imprinted are shown in (B) and (D). Asterisks indicate unspecific PCR bands. Size differences between controls and cDNA samples are caused by the presence of introns in amplified regions.

Among reciprocally imprinted and accession-dependent imprinted MEGs and PEGs we detected a significant enrichment of nuclear localized proteins and transcription factors (Table S8), with many of them belonging to AGL MADS-box transcription factors (AGL36, AGL28, AGL96, PHE1, AGL23) that in yeast two-hybrid studies were shown to directly or indirectly interact with each other [37] as well as with AGL62 [38] (Figure S2). AGL62 has been proposed to be a major regulator of endosperm cellularization [38], suggesting a major regulatory role of imprinting genes in timing the onset of endosperm cellularization. Furthermore, MEGs were enriched for genes encoding cytidine deaminases (p = 3 E−4) that in zebrafish as well as in mammals have been proposed to be required for DNA demethylation [39], [40]. Whether cytidine deaminases play a similar role in the plant endosperm remains to be tested.

### Dynamics of MEG and PEG Expression during Seed and Vegetative Development

Whereas MEGs were filtered based on the absence of expression in vegetative tissues, these filtering criteria were not applied for PEGs. However, expression patterns of MEGs and PEGs were very similar, both types of imprinted genes had a preference for being expressed in pollen, but were mainly excluded from vegetative tissues (Figure 3A). The expression profile of MEGs and PEGs in seeds was very comparable as well, both types of genes were not expressed in the seed coat, rarely expressed in the embryo, but most MEGs and PEGs were strongly expressed in the chalazal region of the endosperm (Figure 3B). Whereas expression of most MEGs was confined to the chalazal region of the endosperm, PEG expression was less restricted and extended to the peripheral and micropylar regions of the endosperm. MEG and PEG expression was clearly detectable in the endosperm of seeds containing preglobular stage embryos and expression in the chalazal endosperm remained detectable until seeds contained cotyledon stage embryos. Expression in the micropylar and peripheral region of the endosperm was only detectable until seeds contained heart stage embryos, after this stage expression remained confined to the chalazal endosperm. Average expression levels of MEGs and PEGs in the chalazal endosperm region were clearly above average expression levels of all genes, with expression being highest at the preglobular stage and declining towards the heart stage of seed development (Figure 3C).

**Figure 3:**
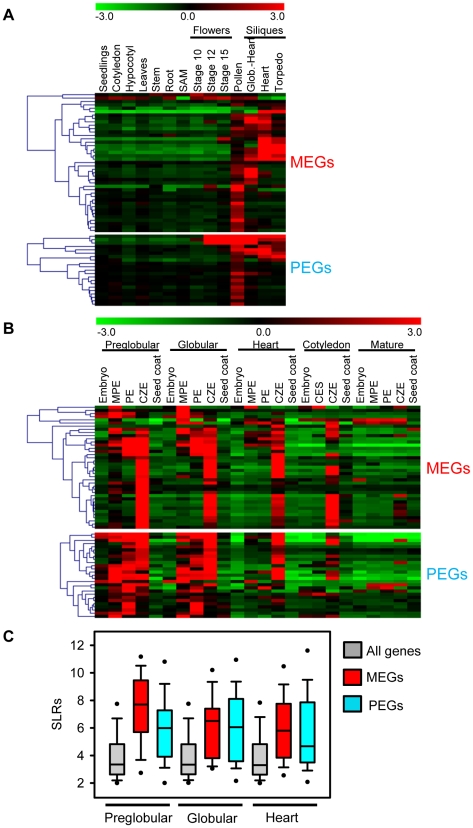
Expression Analysis of MEGs and PEGs in Vegetative and Seed Tissues. (A) Cluster analysis of MEGs and PEGs (including accession-dependent MEGs and PEGs) based on their expression in vegetative tissues and seeds. Each row represents a gene, and each column represents a tissue type. Tissue types are: seedlings, cotyledons, hypocotyl, leaves, stems, roots, shoot apical meristem (SAM), flowers at stages 10, 12, 15, siliques containing seeds with embryos in the globular to heart stage, heart stage and torpedo stage. Red or green indicate tissues in which a particular gene is highly expressed or repressed, respectively. (B) Cluster analysis of MEGs and PEGs (including accession-dependent MEGs and PEGs) based on their expression in embryo, endosperm and seed coat during different stages of seed development. Each row represents a gene, and each column represents a tissue type. Tissue types are: embryos from the preglobular stage to the mature stage, micropylar (MPE), peripheral (PE) and chalazal (CZE) endosperm derived from seeds containing embryos of the preglobular stage to the mature stage, and seed coat derived from seeds containing embryos of the preglobular stage to the mature stage. Red or green indicate tissues in which a particular gene is highly expressed or repressed, respectively. (C) Box plots of expression levels of MEGs (including accession-dependent MEGs; red) and PEGs (including accession-dependent PEGs; blue) compared to all genes (gray) in the chalazal endosperm region of seeds containing preglobular, globular and heart stage embryos. SLRs, Signal Log Ratios based on ATH1 microarray signals after RMA normalization.

### Different Localization and Regulatory Impact of DNA Methylation at MEG and PEG Loci

Previous studies predicted imprinted genes based on the assumption that DNA demethylation in the central cell causes activation of maternal alleles of genes, whereas paternal alleles remain methylated and silenced [6]. Whereas this assumption should predict MEGs, it is unlikely to successfully predict PEGs. However, in our PEG dataset we found five previously predicted imprinted genes [6], indicating that DNA methylation is important, but not the only regulator of imprinted gene expression. We analyzed the CG DNA methylation status of MEGs and PEGs in vegetative tissues and in the endosperm at 7–9 DAP using previously published data [7], [41]. Allele-specific DNA methylation patterns are established during gametogenesis and immediately after fertilization [42], [43], implicating that the endosperm DNA methylation profile at 7–9 DAP is similar to the profile at 4 DAP (time point of this study). There are two main classes of MEGs distinguishable based on the CG DNA methylation profile: MEGs without substantial CG DNA methylation in immediate vicinity to the genic regions (Figure 4 and Figure S3A–S3C) and MEGs with high levels of CG DNA methylation surrounding genic regions (Figure 5 and Figure S3D–S3F).

**Figure 4:**
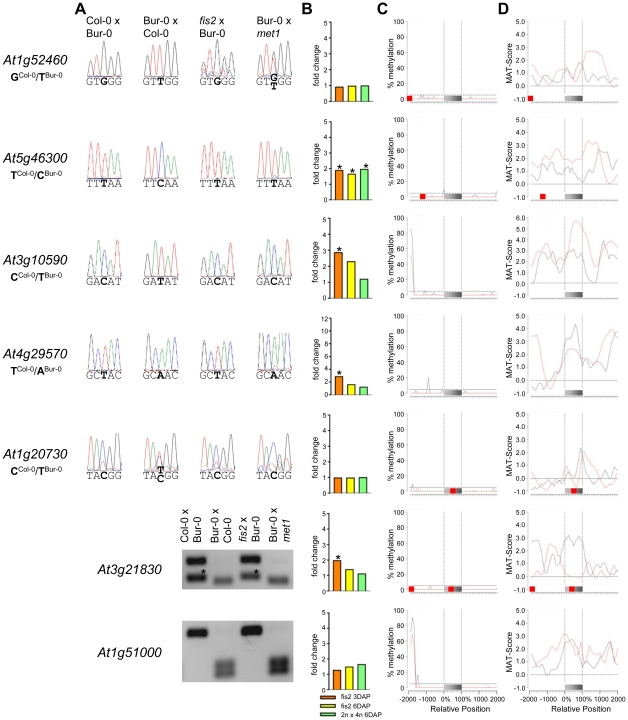
Impact of DNA Methylation and FIS PcG Function on the Regulation of Confirmed MEGs without Prominent Genic CG DNA Methylation. (A) Allele-specific expression analysis of indicated MEGs in seeds derived from crosses of Col-0×Bur-0, Bur-0×Col-0, *fis2*×Bur-0 and Col-0×*met1*. Seeds were harvested at 4 DAP and allele-specific expression was tested by restriction-based allele-specific PCR analysis or sequencing. Asterisks indicate unspecific PCR bands. (B) Fold-changes of MEG expression in *fis2* mutant seeds at 3 and 6 days after pollination (DAP) and from seeds derived from pollination with tetraploid pollen donors at 6 DAP compared to wild-type seeds at the corresponding time points. Data are based on ATH1 microarray signals after RMA normalization. Significantly deregulated genes are marked by an asterisk. (C) CG DNA methylation profiles of indicated MEGs in vegetative tissues (black line) or endosperm (red line) based on data published by [7], [41]. The gray bar represents the annotated gene body from transcription start (left) to transcription end (right). Red boxes represent transposable elements. Profiles are shown for 5% length intervals along the gene body and for 100 bp sequence intervals for the 2-kb regions upstream and downstream of each gene. The vertical dotted lines mark the gene body. The horizontal dashed line marks the DNA methylation level in vegetative tissues of TAIR8-annotated genes at the transcriptional start site. (D) H3K27me3 profiles of indicated MEGs in vegetative tissues (black line) or endosperm (red line) based on data published by [52], [64]. The gray bar represents the annotated gene body from transcription start (left) to transcription end (right). Red boxes represent transposable elements. Profiles are shown for 5% length intervals along the gene body and for 100 bp sequence intervals for the 2-kb regions upstream and downstream of each gene. The vertical dotted lines mark the gene body. The horizontal dashed line marks the H3K27me3 level of TAIR8-annotated genes at the transcriptional start site.

**Figure 5:**
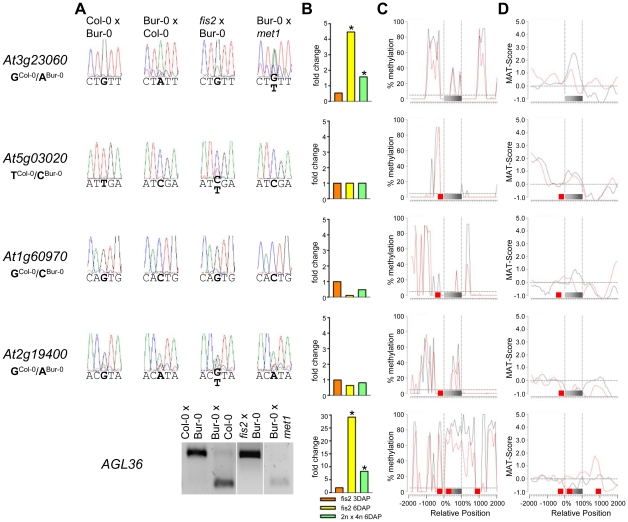
Impact of DNA Methylation and FIS PcG Function on the Regulation of Confirmed MEGs with Prominent Genic CG DNA Methylation. (A) Allele-specific expression analysis of indicated MEGs in seeds derived from crosses of Col-0×Bur-0, Bur-0×Col-0, *fis2*×Bur-0 and Col-0×*met1*. Seeds were harvested at 4 DAP and allele-specific expression was tested by restriction-based allele-specific PCR analysis or sequencing. (B) Fold-changes of MEG expression in *fis2* mutant seeds at 3 and 6 days after pollination (DAP) and from seeds derived from pollination with tetraploid pollen donors at 6 DAP compared to wild-type seeds at the corresponding time points. Data are based on ATH1 microarray signals after RMA normalization. Significantly deregulated genes are marked by an asterisk. (C) CG DNA methylation profiles of indicated MEGs in vegetative tissues (black line) or endosperm (red line) based on data published by [7], [41]. The gray bar represents the annotated gene body from transcription start (left) to transcription end (right). Red boxes represent transposable elements. Profiles are shown for 5% length intervals along the gene body and for 100 bp sequence intervals for the 2-kb regions upstream and downstream of each gene. The vertical dotted lines mark the gene body. The horizontal dashed line marks the DNA methylation level in vegetative tissues of TAIR8-annotated genes at the transcriptional start site. (D) H3K27me3 profiles of indicated MEGs in vegetative tissues (black line) or endosperm (red line) based on data published by [52], [64]. The gray bar represents the annotated gene body from transcription start (left) to transcription end (right). Red boxes represent transposable elements. Profiles are shown for 5% length intervals along the gene body and for 100 bp sequence intervals for the 2-kb regions upstream and downstream of each gene. The vertical dotted lines mark the gene body. The horizontal dashed line marks the H3K27me3 level of TAIR8-annotated genes at the transcriptional start site.

The CG DNA methylation profile of PEGs was clearly distinguishable from the MEG CG profiles; almost all PEGs had CG methylation peaks on average about 700 bps up- or downstream of the coding regions, whereas coding regions and the immediate up- and downstream regions were mostly devoid of CG DNA methylation (Figure 6 and Figure S4), suggesting that low levels of DNA methylation in this region are important for keeping PEGs transcriptionally active when paternally inherited and that DNA methylation at this region is unlikely to be responsible for keeping maternal alleles of PEGs silenced. The level of CG methylation in MEGs and PEGs was reduced in the endosperm providing an explanation why MEGs and PEGs were predicted in a previous study [6].

**Figure 6:**
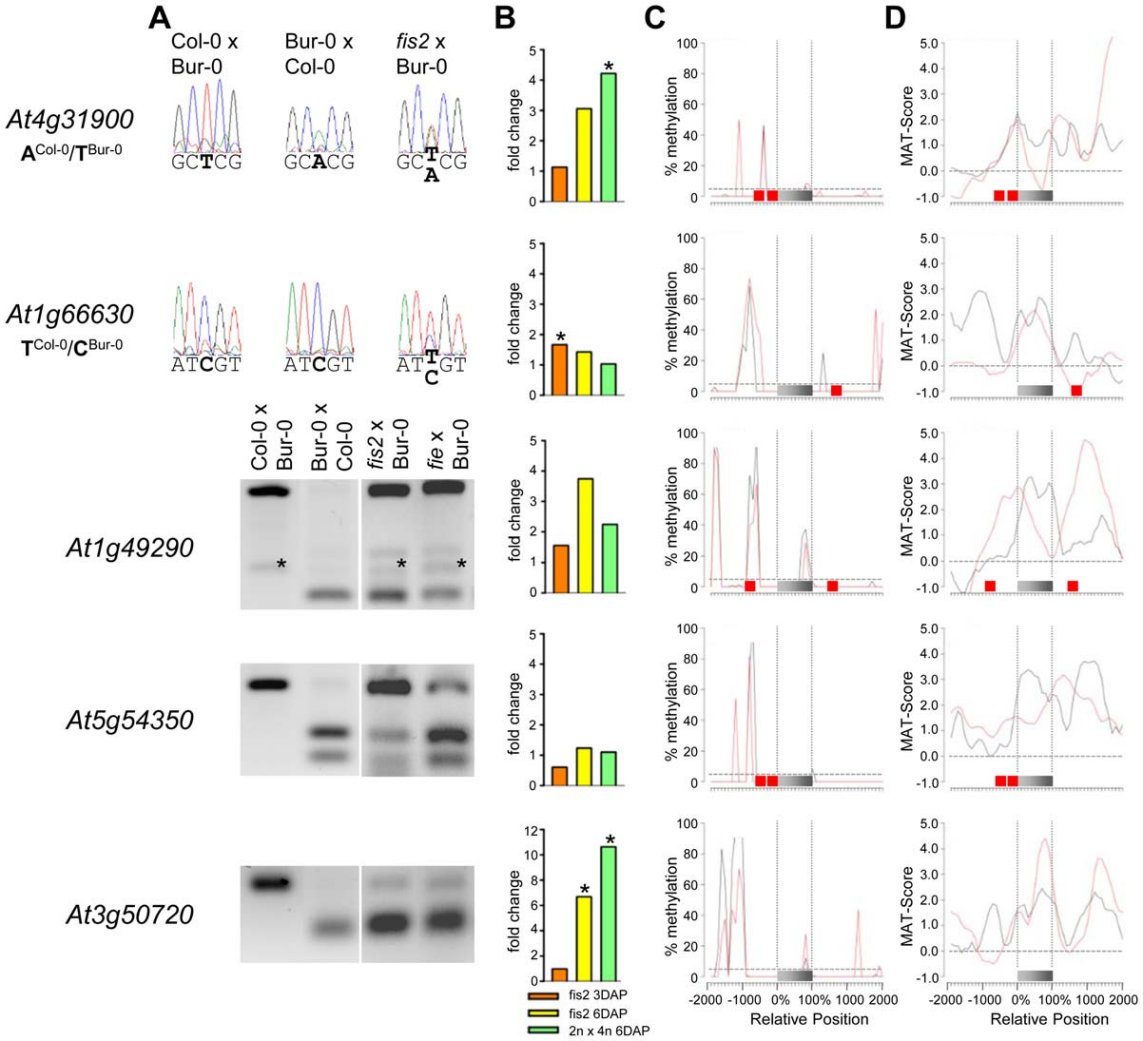
Impact of FIS PcG Function on the Regulation of Confirmed PEGs. (A) Allele-specific expression analysis of indicated PEGs in seeds derived from crosses of Col-0×Bur-0, Bur-0×Col-0, *fis2*×Bur-0, and *fie*×Bur-0. Seeds were harvested at 4 DAP and allele-specific expression was tested by restriction-based allele-specific PCR analysis or sequencing. Asterisks indicate unspecific PCR bands. (B) Fold-changes of PEG expression in *fis2* mutant seeds at 3 and 6 days after pollination (DAP) and from seeds derived from pollination with tetraploid pollen donors at 6 DAP compared to wild-type seeds at the corresponding time points. Data are based on ATH1 microarray signals after RMA normalization. Significantly deregulated genes are marked by an asterisk. (C) CG DNA methylation profiles of indicated PEGs in vegetative tissues (black line) or endosperm (red line) based on data published by [7], [41]. The gray bar represents the annotated gene body from transcription start (left) to transcription end (right). Red boxes represent transposable elements. Profiles are shown for 5% length intervals along the gene body and for 100 bp sequence intervals for the 2-kb regions upstream and downstream of each gene. The vertical dotted lines mark the gene body. The horizontal dashed line marks the DNA methylation level in vegetative tissues of TAIR8-annotated genes at the transcriptional start site. (D) H3K27me3 profiles of indicated PEGs in vegetative tissues (black line) or endosperm (red line) based on data published by [52], [64]. The gray bar represents the annotated gene body from transcription start (left) to transcription end (right). Red boxes represent transposable elements. Profiles are shown for 5% length intervals along the gene body and for 100 bp sequence intervals for the 2-kb regions upstream and downstream of each gene. The vertical dotted lines mark the gene body. The horizontal dashed line marks the H3K27me3 level of TAIR8-annotated genes at the transcriptional start site.

Demethylation of the paternal genome by mutations in the DNA methyltransferase *MET1* has been demonstrated to cause biallelic expression of several MEGs [26], [31], [44], [45]. Therefore, we tested allele-specific expression of confirmed MEGs in seeds derived after pollination with pollen of *met1/MET1* plants. Out of six tested MEGs that were not substantially CG methylated in the genic region, there were three genes that became either biallelically expressed upon pollination with *met1* pollen (*At1g52460*) or exclusively paternally expressed (*At5g46300*, *At3g10590*; Figure 4). The accession-dependent imprinted gene *At1g20730* which was preferentially maternally expressed in the cross Col-0×Bur-0 but biallelically expressed in the reciprocal cross became as well paternally expressed upon *met1* pollination (Figure 4). Analysis of non-CG DNA methylation revealed that within a distance of 2 kbps upstream of the transcriptional start site MEGs *At5g46300, At3g10590* and *At1g20730* were substantially marked by CHG or CHH methylation (Figure S5A), suggesting that non-CG DNA methylation might be involved in the repression of paternal MEG alleles. Non-CG DNA methylation levels were higher in the endosperm compared to vegetative tissues, in agreement with previous reports on frequent small interfering RNA–targeted hypermethylation of CHG and CHH target sites in the endosperm [7]. Out of five tested MEGs with substantial CG DNA methylation in the vicinity of genic regions only one MEG became reactivated upon pollination with *met1* pollen (*At3g23060*; Figure 5), suggesting that prominent CG DNA methylation marks are not a decisive criterion for DNA methylation-dependent repression of the paternal MEG alleles. Conversely, the absence of prominent CG DNA methylation in vicinity of genic regions does not exclude a regulatory role of DNA methylation on the activity status of paternal MEG alleles.

### MEGs and PEGs Are Regulated by the FIS PcG Complex

As DNA methylation seemed unlikely to be responsible for repression of the paternal alleles of many MEGs as well as the maternal alleles of PEGs, we further investigated by which alternative mechanism imprinting of MEGs and PEGs is regulated. Almost all PEGs (25 out of 27 PEGs and accession-dependent PEGs) and many MEGs (31 out of 39 MEGs and accession-dependent MEGs) were PcG target genes in vegetative tissues (Tables S4, S7). In the endosperm, the average H3K27me3 levels of MEGs and PEGs were clearly increased over the H3K27me3 levels of all genes, with the H3K27me3 levels of PEGs being twice as high as the H3K27me3 levels of MEGs (Figure S6), suggesting that silencing of the maternally inherited alleles of PEGs is mediated by the FIS PcG complex. This hypothesis would predict increased expression of PEGs upon loss of FIS function. We tested this hypothesis by analyzing expression levels of PEGs in *fis2* mutants at 3 DAP and 6 DAP. Indeed, half of all PEGs and accession-dependent PEGs were significantly upregulated in the *fis2* mutant (Figure 6 and Figure S4). Furthermore, we tested allele-specific expression of four confirmed PEGs (*At4g31900*, *At1g49290*, *At5g54350*, *At3g50720*) and one accession-dependent confirmed PEG (*At1g66630*) in *fis2* and *fie* mutants lacking maternal FIS function. For all four PEGs as well as the accession-dependent PEG loss of FIS function caused activation of maternal PEG alleles, adding further support to our hypothesis (Figure 6).

Also 13 out of 39 MEGs and accession-dependent MEGs were significantly upregulated in the *fis2* mutant (Figure 4, Figure 5 and Figure S3). However, allele-specific expression analysis revealed reactivation of the paternal MEG allele in only two out of eleven tested MEGs (*At5g03020*, *At2g19400*; Figure 4 and Figure 5), indicating that increased expression of MEGs in *fis2* mutants is not necessarily a consequence of paternal MEG allele activation, but is likely caused by an increased expression of the maternal MEG alleles.

Previous studies revealed global deregulation of FIS PcG target genes in response to interploidy crosses (2n × 4n) [46], [47]. Global deregulation of imprinted genes was furthermore proposed to account for interploidy seed defects [48]. Therefore, if the FIS PcG complex plays a major role in the regulation of imprinted genes, imprinted genes should become largely deregulated in response to interploidy crosses. We tested this hypothesis by analyzing MEG and PEG expression in seeds derived after pollination of diploid plants with tetraploid pollen donors. Indeed, most MEGs and PEGs that were deregulated in *fis2* were as well significantly deregulated in triploid seeds derived from interploidy crosses, adding support to this hypothesis (Figure 4, Figure 5, Figure 6, Figure S3 and Figure S4).

Together, our data reveal that maternal and paternal alleles of a subset of MEGs and maternal alleles of PEGs are regulated by the FIS PcG complex. The FIS PcG complex confers tight repression of the maternal PEG alleles and some paternal MEG alleles, whereas it mainly modulates expression of many maternal MEG alleles.

### MEGs and PEGs Are Often Neighboured by Transposable Elements

Transposable elements have been implicated as the driving force for the evolution of imprinted gene expression [6], [7], [20]. Therefore, we addressed the question whether MEGs and PEGs have an increased likelihood to contain transposable elements in their vicinity compared to other detectable genes. Indeed, this test revealed a significantly increased likelihood for MEGs (p<0.009) as well as PEGs (p<1.3E-6). We also tested whether a particular subclass of transposable elements is enriched in the vicinity of MEGs and PEGs. Among the tested elements we noted a significant enrichment for RC/helitrons in PEGs (p<2.7 E-5). MEGs also had more RC/helitrons than expected by chance (8 versus 5), which was, however, not statistically significant (p<0.08). The presence of helitrons was previously reported within the 5′ region of imprinted genes *MEA* [49], *FWA* [31], *HDG3* and *HDG9* [6], implicating a functional association between the presence of helitrons and imprinted gene expression. Among MEGs we also noted a significant enrichment for MuDR (p = 0.01) and DNA transposable elements (p = 0.024), however, it is possible that (due to the relatively small sample size) enrichments for other elements were not detected. Correlating with a different CG DNA methylation pattern of MEGs and PEGs, the location of transposable elements in relation to the transcriptional start or stop differed between MEGs and PEGs (Figure 7B). PEGs had a much greater median distance of transposable elements in relation to the transcriptional start and stop compared to MEGs (Figure 7B), supporting previous observations of a distally located helitron remnant being required for imprinted expression of the PEG *PHE1* [19].

**Figure 7:**
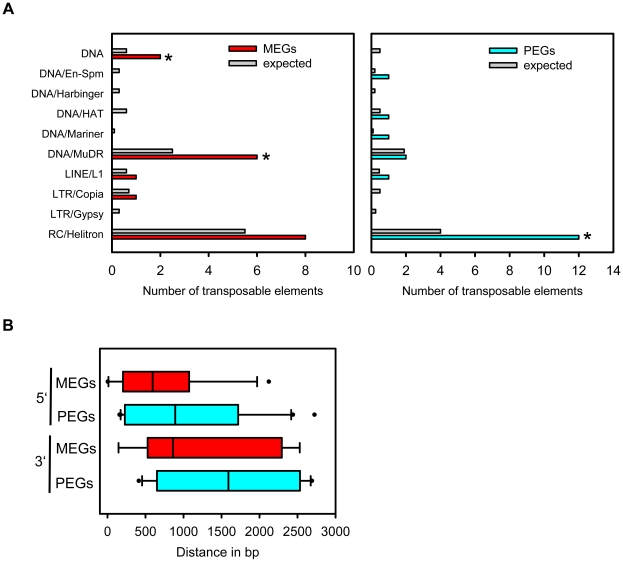
Types of Transposable Elements in the Vicinity of MEGs and PEGs. (A) Type of transposable elements present in MEGs (left panel) and PEGs (right panel) in comparison to their representation among detectable genes in our dataset (gray bars). TE superfamilies are as defined by TAIR (www.arabidopsis.org). (B) Distance of transposable elements in relation to the transcriptional start (5′ location) or stop (3′ location) of MEGs and PEGs.

### MEGs and PEGs Are Faster Evolving When Compared to the Rest of the Genes in the *Arabidopsis thaliana* Genome

A number of studies of imprinted genes in both mammals and plants have found evidence that imprinted genes are rapidly evolving under positive Darwinian selection [27]–[29]. To determine whether either MEGs or PEGs displayed any evidence of fast evolution, pairwise *d*N/*d*S calculations were performed for the entire genome of *Arabidopsis thaliana*. Using reciprocal BLASTP searches, 19,965 orthologous pairs of proteins (gene models) were identified between *Arabidopsis thaliana* and *Arabidopsis lyrata* from the 27,235 *Arabidopsis thaliana* gene models tested. These included 27 (69.23%) of the MEGs and accession-dependent MEGs and 19 (70.37%) of the PEGs and accession-dependent PEGs identified in this study. Gene models not returning reciprocal BLAST results were not considered further for *d_N_*/*d_S_* analysis. Those gene models tested were then split into MEGs, PEGs and a third group representing the remaining genes tested. All three classes were then compared to determine whether there was any difference in relation to *d_N_*/*d_S_* values which measure rate of evolution of a protein coding-locus (Table S9).

In all three classes most genes have a *d_N_*/*d_S_* of less than one suggesting some level of purifying selection. However, the *d_N_*/*d_S_* value (as calculated here) is an average across the whole CDS sequence and masks potential heterogeneity of selection pressures across the gene. Despite this caveat, the *d_N_*/*d_S_* differences between imprinted and biallelically expressed genes is quite striking. For both MEGs and PEGs the reported median *d_N_*/*d_S_* is significantly higher than that of the background *d_N_*/*d_S_* for the remainder of the genome (p = 1.184e-05 and p = 2.991e-08 respectively, Wilcoxon Rank Sum), indicating that uniparentally expressed imprinted genes are fast evolving when compared to biallelically expressed genes (as represented by the background *d_N_*/*d_S_* values). However, although the median *d_N_*/*d_S_* for the MEGs is observed to be a third higher than that of the PEGs this difference is not reported as significant (p = 0.1614, Wilcoxon Rank Sum).

Also notable within the MEGs is that eight (∼30%) of all the MEGs tested (i.e. *At1g61090, At3g57250, At1g51000, At5g46300, At4g29570 At1g12180, At1g52460* and *At1g07690*) reported a *d_N_*/*d_S_* value greater than one providing particularly strong evidence of fast evolution for these genes.

Within the PEGs, only one of the genes (∼5%; *At2g20160*) displayed a *d_N_*/*d_S_* value greater than one. However, statistical testing did not reveal a significant difference between the number of fast evolving MEGs and PEGs (p = 0.0851, Fisher2019s exact test). Full details of the *d_N_*/*d_S_* analysis for both MEGs and PEGs is presented in Tables S10 and S11.

### A Subset of MEGs and PEGs Are Located in Clusters

Imprinted loci in mammals are clustered over megabase regions in the genome and this clustering is essential to their imprinted regulation [50]; raising the question whether imprinted loci in Arabidopsis are located within clusters as well. We searched for clustered MEGs and PEGs (including accession-dependent MEGs and PEGs) by applying a sliding window analysis. Using window sizes of 50 genes, significantly higher numbers of MEGs and PEGs were found to occur in clusters than expected by chance (p<0.05; Figure S7). We identified five MEG clusters containing two to three genes as well as three PEG clusters containing two genes (Figure 8A, 8B). 

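Neighbouring candidates were counted in the gene order of TAIR10.1, in which all 39 MEGs and all 27 PEGs were found by locus; only the order of its 37887 genes was used. Of the MEGs, 12 had another MEG within 50 genes, in 5 groups of up to 3 genes. In 10000 random lists of 39 genes this number was 3.72 on average (one-sided permutation p = 0.0038). The groups were AT1G20680, AT1G20690 and AT1G20730; AT1G51000 and AT1G51300; AT1G60970 and AT1G61090; AT3G10590 and AT3G10900; and AT4G29570, AT4G29640 and AT4G29650. Of the PEGs, 4 had another PEG within 50 genes, in 2 groups, AT1G60400 with AT1G60740 and PHE1 (AT1G65330) with AGL23 (AT1G65360), against a random mean of 1.765 (one-sided permutation p = 0.2125). Over a distance of 20 genes 2 PEGs had a neighbour, in 1 group, with a permutation p of 0.3147, and over 100 genes the number was 11, in 5 groups, with a permutation p of 0.0041. With only the 27432 protein-coding genes in the gene order, an alternative chosen after seeing the data, 8 PEGs formed 4 groups within 50 genes (permutation p = 0.0217) and 14 MEGs formed 6 groups (permutation p = 0.0046). This number of genes is closer to that of the paper's annotation than 37887, with which 50 genes span a shorter stretch.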

Interestingly, most clusters contained either homologous MEGs or PEGs, or non-imprinted homologs of MEGs and PEGs (Figure 8A, 8B), implicating local sequence duplications as a driving force for the formation of imprinted genes. If so, there should be a higher incidence of imprinted genes having close sequence homologs compared to the genome-wide frequency of homologous genes. We tested this hypothesis by analyzing the number of close homologs to MEGs and PEGs and found indeed that MEGs and PEGs have an increased frequency of close homologs in comparison to the genome-wide frequency (p<0.05, Table S12), suggesting that gene duplications are in most cases connected with the formation of imprinted genes in Arabidopsis. Therefore, it seems possible that cluster formation of MEGs and PEGs is a consequence of local gene duplication and not essential for imprinted gene regulation, in agreement with the finding that only a subset of imprinted genes is localized in clusters.

**Figure 8:**
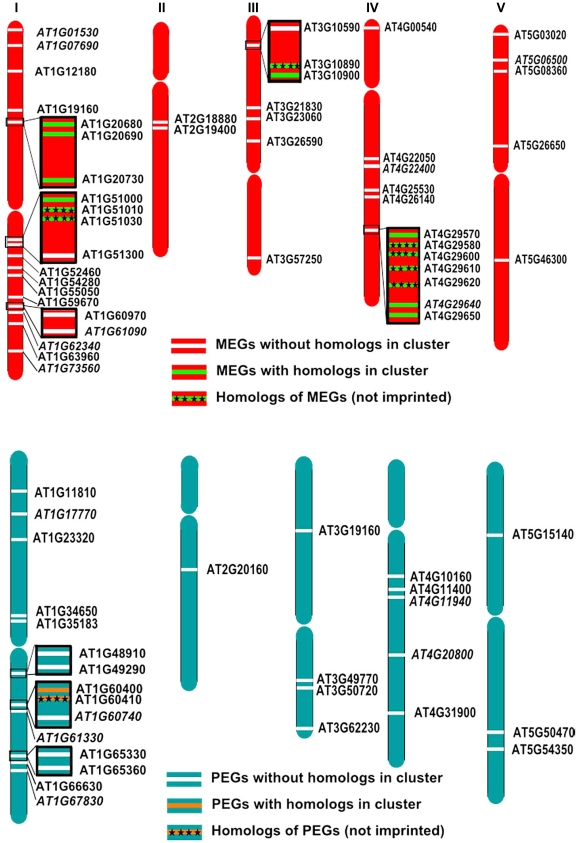
Some MEGs and PEGs Are Located in Clusters. Chromosomal distribution of MEGs and accession-dependent MEGs (A) and PEGs and accession-dependent PEGs (B) along the chromosomes. Accession-dependent MEGs and PEGs are italicized. Genes located in clusters are boxed. Clustered MEGs and PEGs having homologs within the cluster are highlighted in green and orange, respectively. Non-imprinted homologs of clustered MEGs and PEGs are indicated by cross signs.

## Discussion

Unravelling the biological significance of genomic imprinting is crucially dependent on the identification of the majority of imprinted gene loci. In our study we succeeded in identifying more than 60 potentially imprinted loci, with a similar ratio of specifically maternally and paternally expressed imprinted genes. We successfully identified six out of twelve previously known imprinted genes, proving that our strategy can successfully identify novel imprinted genes. Six previously identified imprinted genes were not identified either because these genes are only weakly expressed at 4 DAP (*MEA* and *FIS2*) [46], they lack polymorphic sites between Col-0 and Bur-0 or because of accession-dependent imprinting. We only considered a gene to be imprinted if it had significantly deviating read numbers from the expected maternal to paternal ratio in both directions of the crosses. Those genes that passed this significance threshold were again tested for significant deviating read numbers when comparing the maternal and paternal Col-0 alleles versus the maternal and paternal Bur-0 alleles. Based on this comparison about 10% of the identified MEGs and 20% of the identified PEGs are likely to be imprinted only in one accession, however, many accession-dependent imprinted genes did not pass our first significance threshold (e.g. *HDG3*, *HDG8*, *HDG9*), suggesting that the number of accession-dependent imprinted genes is significantly higher. It has been noted that there is a difference between Arabidopsis accessions in their tolerance to interploidy crosses [51], whether accession-dependent imprinted genes are the underlying cause for this phenomenon is an attractive hypothesis.

Using publicly available microarray datasets we stringently filtered our MEG dataset for genes that are not expressed in vegetative tissues and the seed coat. This filtering allowed us to predict genes with allele-specific expression in the endosperm, but using this strategy we lost genes that are either not present on the ATH1 microarray (about 25%) or that are expressed in vegetative tissues but are still regulated by genomic imprinting. However, the vast majority of known imprinted genes are not significantly expressed during vegetative development, suggesting that we have identified a significant number of MEGs present in the genome. Although PEGs were not filtered against vegetative or seed coat expression, the majority of PEGs were similarly excluded from expression in vegetative tissues, indicating that imprinted genes in Arabidopsis have mainly endosperm-restricted functions.

### Different Experimental Strategies Result in the Identification of Complementary Sets of Imprinted Genes

We compared the MEGs and PEGs identified in our study with MEGs and PEGs identified by a similar approach using the accession combinations Landsberg *erecta* (L*er*) and Col [45]. Whereas the majority of unfiltered MEGs identified by Hsieh and colleagues were present in our unfiltered MEG dataset (84%; 549 genes; Tables S13 and S14), only six genes were commonly identified as MEGs after filtering (Table S17; Figure S8A). The majority of MEGs defined by Hsieh and colleagues as being expressed in the endosperm were also present in our unfiltered MEG dataset (78%, 89 genes, Figure S8A; Table S15). However, when analyzing the expression of these genes within different seed tissues we found the majority of them being strongly expressed in the seed coat (Figure S9) and did, therefore, not pass our stringent filtering criteria. Only eight out of 39 predicted MEGs identified in this study were as well present in the unfiltered dataset of Hsieh and colleagues (Figure S8A; Table S16) [45], indicating that differences in the filtering cannot sufficiently explain the differences between the identified MEG datasets. Similarly, only seven out of 119 predicted unfiltered PEGs overlapped with the unfiltered PEG dataset of Hsieh and colleagues (Table S18 and Table S19, Figure S8B), supporting the view that differences in filtering strategies do not fully account for the different datasets. It thus seems likely that the different experimental setup between this study and the study by Hsieh and colleagues, including different accession combinations and different developmental stages (4 DAP versus 7–9 DAP in [45]) resulted in the identification of complementary datasets.

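The 8 genes of Table S16 were all placed on the matched windows and had between 28 and 15962 matches over both crosses. Their maternal shares lay between 85.5% and 100% in Bur-0×Col-0 and between 84.5% and 100% in Col-0×Bur-0. The lowest depth was that of MYB3R2, and the lowest shares those of AT4G29640.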

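The 7 genes of Table S18 had between 20 and 378 matches over both crosses. Their maternal shares ranged from 11.1% to 33.3% in Bur-0×Col-0 and from 0% to 27.3% in Col-0×Bur-0. Of these genes, 3 are listed in Table S19, with between 20 and 36 matches each.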

### Regulation of MEGs and PEGs by DNA Methylation and the FIS PcG Complex

Most PEGs were devoid of CG DNA methylation around the transcriptional start site, indicating that DNA methylation is not responsible for silencing of maternal PEG alleles. Instead, we provide evidence that silencing of at least some maternal PEG alleles is mediated by the FIS PcG complex. We found that PEG loci have high H3K27me3 levels in the endosperm, and importantly, many PEGs were activated upon loss of FIS function, which is likely contributed by reactivation of maternal PEG alleles. We also detected increased expression of MEGs upon loss of FIS function. However, this was not a necessary consequence of paternal MEG allele reactivation, but often caused by an activation of maternal MEG alleles, suggesting that endosperm hypomethylation makes maternal MEG alleles vulnerable to FIS silencing. This hypothesis is supported by previous findings from our group showing that genes and transposable elements are targeted by the FIS PcG complex in the endosperm, which are protected from PcG targeting by DNA methylation in vegetative tissues [52]. Which mechanism prevents the FIS complex from targeting paternal alleles of PEGs? We previously showed that DNA demethylation of a distally located region together with the promoter-localized FIS PcG complex are required for silencing of maternal *PHE1* alleles, suggesting that long-range interactions of sequence elements are required for efficient silencing of maternal *PHE1* alleles [19]. Here, we show that PEGs are flanked by regions of high CG DNA methylation levels, suggesting that upon DNA demethylation in the endosperm these regions are targeted by the FIS PcG complex, conferring tight repression of maternal PEG alleles. In support of this hypothesis, we found high H3K27me3 levels in PEG flanking regions, which were much higher than the H3K27me3 levels present in vegetative tissues (Figure 6, Figure S4 and Figure S6).

The impact of hypomethylation on the activity status of the paternal MEG alleles was contrasted by the lack of CG DNA methylation in the immediate vicinity of several MEGs. However, MEGs lacking CG methylation often contained substantial levels of non-CG DNA methylation (Figure S5), implicating that non-CG DNA methylation regulates paternal MEG alleles. Reactivation of these alleles upon loss of MET1 function might be a consequence of a proposed feedback between CG and non-CG DNA methylation [53], [54]. Therefore, it seems possible that the paternal alleles of some MEGs are silenced by non-CG methylation established specifically in the endosperm and reactivation of the paternal alleles requires loss of non-CG methylation.

In stark contrast to silencing of MEGs and PEGs during vegetative development, many MEGs and PEGs were expressed in pollen. The vegetative cell of pollen has low levels of DNA methylation [55], suggesting that reduced levels of DNA methylation in the vegetative cell cause activation of MEGs, similar to the activation of maternal MEG alleles in the endosperm. Whether activation of PEGs in pollen is caused by reduced PcG protein activity in the vegetative cell of pollen remains to be tested.

### Evolution of Imprinted Genes

Our study also sheds light on the evolution of imprinted genes, as we found a significant enrichment of transposon insertions in vicinity to MEGs and PEGs. In particular helitrons were strongly enriched in the vicinity of PEGs and were also overrepresented (albeit not statistically significant) in the vicinity of MEGs. Helitrons are eukaryotic DNA transposons which constitute >2% of the Arabidopsis genome. A striking feature of helitrons is their capacity to capture and propagate host genes, making them powerful factors shaping the evolution of genomes [56]. Although the rate of gene capture in Arabidopsis is predicted be to low compared to the major occurrence of gene capture in maize [57], it is possible that these predictions are a drastic underestimation due to rapid purging of helitron elements in Arabidopsis [58]. Thus, it is possible that helitron-mediated gene duplications which generate increased gene dosage may set the ground for imprinted gene evolution. Interestingly, we found a higher incidence of MEGs and PEGs having close sequence homologs, however, whether these duplications are a consequence of helitron activity remains to be shown.

If parental conflicts involving imprinted genes are mediated by amino-acid changes in the gene products of imprinted loci under antagonistic co-evolution, such imprinted loci may be subject to rapid evolution, possibly under positive Darwinian selection [27]–[29]. The identification of 60 potentially imprinted genes in Arabidopsis provided the opportunity for an initial exploration of whether the MEGs and PEGs identified displayed any evidence of rapid evolution. When the *d_N_*/*d_S_* values of the imprinted genes (MEGs and PEGs and accession-dependent MEGs and PEGs) were compared with the average *d_N_*/*d_S_* values for all other genes in the genome it is clear that imprinted genes in Arabidopsis are more rapidly evolving. Furthermore, a significant proportion of the MEGs displayed *d_N_*/*d_S_* values greater than 1 which is indicative of fast evolving genes. Further sequencing of these imprinted genes in populations and outgroup species will determine whether these genes are undergoing positive Darwinian selection or are under relaxed constraints.

Imprinted genes are predominantly expressed in the endosperm, implicating a specific role of these genes during endosperm development. Alternatively, it is possible that imprinted genes are on the trajectory to become pseudogenes and therefore, are silenced during vegetative development. However, the fact that many imprinted genes have functional roles as transcription factors or have chromatin modifying activity supports a proposed functional role of imprinted genes for endosperm development. To identify these functions and to test whether MEGs and PEGs have indeed antagonistic roles in controlling endosperm growth as it has been proposed previously [21], [22], will remain the challenge of future investigations.

## Materials and Methods

### Plant Material and Growth Conditions

The *Arabidopsis thaliana* accessions used in this study were Col-0 and Bur-0. The *fis2-5* and *met1-3* mutants (both in Col accession) were described previously [52], . The newly identified *fie-12* allele (GK_362D08; Col-0 accession) contains a T-DNA insertion within the third exon. The *fie-12* seed abortion ratio and mutant seed phenotypes were analyzed and found to be similar to previously published *fie* alleles (data not shown). All mutants were heterozygous and the genotype confirmed by PCR analysis. Plants were grown in a growth cabinet under long day photoperiods (16 h light and 8 h dark) at 22°C. After 10 days, seedlings were transferred to soil and plants were grown in a growth chamber at 60% humidity and daily cycles of 16 h light at 22°C and 8 h darkness at 18°C. For reciprocal crosses, designated female partners were emasculated, and the pistils hand-pollinated two days after emasculation.

### Phenotypic Analysis of Seed Development in Col-0 and Bur-0 Accessions

To control for variations in seed development between Col-0 and Bur-0 accessions, siliques were harvested 4 DAP and fixed overnight in 9:1 ethanol:acetic acid. Siliques were dissected to release seeds into clearing solution (67% chloralhydrate in 8% glycerol) for overnight incubation. Microscopy imaging was performed using a Leica DM 2500 microscope using DIC optics (Leica Microsystems, Wetzlar, Germany), images were captured using a Leica DFC300 FX digital camera (Leica) and exported using Leica Application Suite Version 2.4.0.R1 (Leica Microsystems) and processed using Photoshop 7.0 (Adobe).

### RNA Extraction and cDNA Synthesis

Seeds of at least 40 siliques per sample were harvested into 50 µl RNAlater (Sigma, Buchs, Switzerland) at 4 DAP. Glass beads (1.25–1.55 mm) were added, and the samples were ground unfrozen in a Silamat S5 (Ivoclar Vivadent, Ellwangen, Germany). RNA was extracted using the RNeasy Plant Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer's instructions. For cDNA synthesis residual DNA was removed using the Qiagen RNase-free DNase Set and cDNA was synthesized using the Fermentas First strand cDNA synthesis kit (Fermentas, Burlington, Canada) according to the manufactureŕs instruction.

### Preparation of mRNA-Sequencing Libraries

Sequencing libraries were prepared with the Illumina mRNA-Seq Sample Prep Kit (Illumina, San Diego, USA) according to the manufacturer's instructions. After adapter ligation library fragments of ∼250 bp were isolated from an agarose gel. The DNA was PCR amplified with Illumina primers for 15 cycles, purified and loaded on an Illumina flow cell for cluster generation. Libraries were sequenced on the Illumina Genome Analyzer II following the manufacturer's protocols.

### Bioinformatic Analysis

#### Identification of SNP-associated reads

TAIR8 chromosome sequences were downloaded from TAIR (ftp.arabidopsis.org/home/tair/Genes/TAIR8_genome_release/tair8.at.chromosomes.fas, chromosomes 1 to5), together with the TAIR8 genome annotation (ftp.arabidopsis.org/home/tair/Genes/TAIR8_genome_release/TAIR8_gff3/TAIR8_GFF3_genes.gff). Bur-0 SNPs [30], 569,859 SNPs in total for chromosomes 1 to 5, were downloaded from the 1001 genomes website (http://1001genomes.org/data/MPI/MPIOssowski2008/releases/2008_06_05/strains/Bur-0/Bur-0_homozygous_snp_080605.txt). For each of the 569,859 Col-0/Bur-0 SNPs, we extracted a 71nt genomic window around the SNP (SNP position plus/minus 35nt) from the Col-0 reference sequence and annotated it as a Col-0 window. The nucleotide in the SNP was then replaced by the Bur-0 variant and the resulting sequence annotated as a Bur-0 window.

A suffix array was constructed from the union of Col-0 and Bur-0 windows with the mkvtree program (http://www.vmatch.de/) [60]. RNAseq reads were mapped with the vmatch program (http://www.vmatch.de/) in both forward and reverse complementary orientation (options -d and -p), allowing up to two mismatches (option -h 2), requiring the whole read to map (option -l 36), and generating maximal substring matches that are unique in the Col-0/Bur-0 window dataset (option -mum cand). This procedure resulted in 8,576,779 matches for Bur-x-Col reads (out of 102,705,076 total reads) and 6,773,239 matches for Col-x-Bur reads (out of 122,367,092 total reads). 

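The headers of the deposited files give 121894863 reads for the 4 lanes of Col-0×Bur-0 and 129251366 for those of Bur-0×Col-0. There were between 5.31 and 6.05 matches per 100 reads in the lanes of Col-0×Bur-0 and between 6.54 and 6.72 in those of Bur-0×Col-0. A read can match several windows, and 598987 reads did. The matches beyond the first of a read made up 0.424% of the matches in Col-0×Bur-0 and 7.01% in Bur-0×Col-0. Of the matches in Col-0×Bur-0, 65.9% repeated the start and strand of another match in the same window, allele and lane, and 67.3% did so in Bur-0×Col-0. The distance between SNPs changed the balance of the alleles. Of the matched windows, 41.8% had another matched SNP within 35 nt, so that 1 read can cover both. There were 2.34 Bur-0 matches per Col-0 match in these windows over both crosses, and 0.952 in the other windows. At windows with exactly 1 other SNP at a distance of 6 to 30 nt, 0 of 828334 Col-0 matches in Col-0×Bur-0 covered the second SNP (95% Wilson upper limit 0.000464%), whereas 43.0% of the 1495848 Bur-0 matches in Bur-0×Col-0 did.

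**Figure D3:**
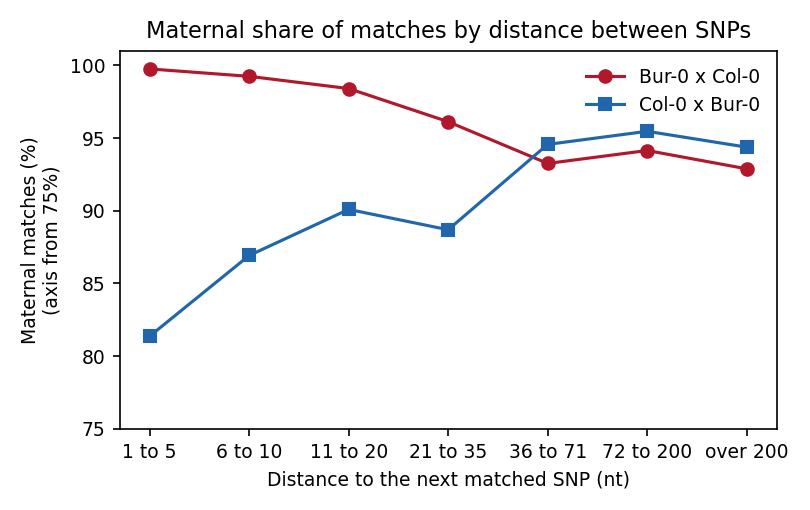
Maternal share of all matches (vertical axis, percent, starting at 75%) by the distance from the SNP to the next matched SNP (horizontal axis, nt) in Bur-0×Col-0 (circles) and Col-0×Bur-0 (squares). At distances of 1 to 5 nt the shares were 99.8% and 81.4%, and beyond 200 nt 92.9% and 94.4%.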

SNP windows were associated with gene ids via the TAIR8 genome annotation by overlapping with or being included in a gene region (gene start to end, ignoring exon/intron structure). SNP windows that were associated with more than one gene were discarded. From the remaining SNP windows, the grand total associated with a gene was defined as that gene's expression level. 147,349 SNP windows were matched by at least one read in one of the two reciprocal experiments, accounting for 19,161 genes, out of 25,189 genes that had at least one SNP in at least one exon, out of 28,523 annotated genes in total. Sequencing raw data generated in this study are available at GEO, accession number GSE27292.

#### Testing for allele-specific expression

For each gene and cross (Col-0×Bur-0 and Bur-0×Col-0), we performed a binomial one-sided test against the null-hypothesis of 2m∶1p expression. The resulting p-values were the probabilities of deviation from the expected 2m∶1p ratio towards either larger maternal expression or larger paternal expression under the null-hypothesis of an unbiased 2m∶1p expression. The two p-values for maternal expression from the two reciprocal crosses (p1, p2) were summarized in a joint p-value based on the distribution of the second-order statistic by calculating p = max(p1,p2)∧2. Joint p-values for paternal expression were calculated analogously. 

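The q-values printed in Table S2 and the joint p-values recomputed from its counts give the number of joint p-values behind them. Its median over the table was 19164, with a range of 18159 to 20603. The joint p that corresponds to q of 0.05 at the last rank of each list was 0.0314 for the MEGs and 0.000311 for the PEGs, and these limits were applied to the candidate genes in all alternatives.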

Joint p-values, either describing reciprocal maternal expression or reciprocal paternal expression, were sorted in ascending order (from significant to insignificant), and for each joint p-value the false-discovery rate (FDR) [61] was calculated, as q = p*n/i, where n was the overall number of joint p-values and i was the rank of a given p-value. Genes with a q-value of 0.05 or less were selected as maternally or paternally expressed genes.

Parental-specific splicing was tested by analyzing for every candidate gene the numbers of reads across all SNPs of that gene, using Pearson's chi-square test (R function chisq.test with parameter simulate.p.value = T).

#### Filtering for endosperm-expressed genes and analysis of MEGs and PEGs

Filtering for endosperm-specific gene expression was performed by using data from endosperm transcript profiles generated in the laboratories of Bob Goldberg (UCLA), John Harada (UC Davis), Brandon Le (UCLA), Anhthu Bui (UCLA), and Julie Pelletier (UC Davis) that are available under http://estdb.biology.ucla.edu/genechip/project [62]. The same data were used to generate Figure 3. Reference transcript profiles from vegetative tissues (seedlings, cotyledons, hypocotyl, leaves, stems, roots, shoot apical meristem), flowers and siliques were published by [63]. Genes were considered as preferentially expressed in the endosperm if the SLRs in one of the endosperm domains were at least fivefold higher than the SLRs of the seed coat and SLRs were below five in vegetative tissues. MEGs with low mRNA levels (read counts higher or equal 10 and smaller or equal 30) were considered as being endosperm-preferred expressed if SLRs in one of the endosperm domains were at least threefold higher compared to the seed coat and SLRs were below five in vegetative tissues (Table S3). Genes were considered as being expressed in the endosperm with SLRs>4.5 in at least one of the endosperm domains (Table S5). The transcript profiles of wild-type and *fis2* seeds at 3 and 6 DAP as well as seeds derived from interploidy crosses were published by [46], [52]. H3K27me3 profiling data from vegetative tissues and the endosperm were published by [52], [64]. Clustering analysis of expression profiles was performed using TM4 software [65]. DNA methylation profiles were taken from [7], [41] and were visualized using R software (http://www.r-project.org/). Enrichment of GO categories (obtained from TAIR) was tested based on the hypergeometric test and multiple-testing correction according to [61] with a critical p-value of 5.0E-03. Homologous genes were identified using the blastp program from blastall (http://www.ncbi.nlm.nih.gov/staff/tao/URLAPI/blastall/) by applying matrix BLOSUM62 and a critical e-value of 0.01. Identification of MEG and PEG clusters was performed by establishing the frequency of MEGs and PEGs present in windows of a defined size using a sliding window analysis. p values were calculated from a reference distribution that was based on an identical number of randomly sampled genes. Transposable elements were identified based on information in the TAIR database (ftp://ftp.arabidopsis.org/home/tair/Genes/TAIR8_genome_release/TAIR8_Transposable_Elements.txt). Statistical testing was performed using a hypergeometric test as well as a permutation test. Both tests gave the same result.

#### Testing for evidence of rapid evolution of MEGs and PEGs

Reciprocal BLASTP searches were performed between *Arabidopsis thaliana* versus *Arabidopsis lyrata* (i.e. *Arabidopsis thaliana* peptides versus *Arabidopsis lyrata* peptide database and *Arabidopsis lyrata* peptides versus *Arabidopsis thaliana* peptide database) of all MEGs and PEGs listed in Tables S4 and S7, respectively. The reciprocal top hit sequences were then aligned at the peptide level using MUSCLE [66]. Using the peptide alignment as a template the reciprocal top hit CDS sequences were then aligned using the tranalign [67]. Pairwise *d_N_*/*d_S_* analysis was then performed on the CDS alignments using both the CodeML program (using model 0 and runmode -2) and yn00 both from the PAML package [68]. The values from CodeML are reported in the main text, values for both CodeML and yn00 are found in Tables S9, S10 and S11.

### Validation of RNA-Sequencing Results

Selected loci were validated using independently prepared RNAs from reciprocal crosses between Col-0 and Bur-0. Primers used for allele specific expression analysis of selected genes are specified in Table S20. The amplified products were either digested with indicated restriction enzymes (Table S20) and analyzed on agarose gels or by DNA sequencing.

## Supporting Information

Figure S1 Expression of PEGs in Vegetative and Seed Tissues. (A) Cluster analysis of PEGs and accession-dependent PEGs based on their expression in vegetative tissues and seeds. PEGs were grouped into two mutually exclusive clusters based on their expression in pollen. The cluster containing genes with low or without expression in pollen is marked by a light blue bar; the cluster containing genes with high pollen expression is marked with a dark blue bar. Each row represents a gene, and each column represents a tissue type. Tissue types are: seedlings, cotyledons, hypocotyl, leaves, stems, roots, shoot apical meristem (SAM), flowers at stages 10, 12, 15, siliques containing seeds with embryos in the globular to heart stage, heart stage and torpedo stage. Red or green indicate tissues in which a particular gene is highly expressed or repressed, respectively. (B) Cluster analysis of PEGs and accession-dependent PEGs based on their expression in embryo, endosperm and seed coat during different stages of seed development. PEGs were grouped into three mutually exclusive clusters based on their expression in embryo and the endosperm. The cluster containing genes with low or without expression in embryo and endosperm is marked with a light orange bar, the cluster containing genes with low expression in the embryo but high endosperm expression is marked with a dark orange bar, and the cluster containing genes with high expression in embryo but low or without expression in the endosperm is marked with a red bar. Each row represents a gene, and each column represents a tissue type. Tissue types are: embryos from the preglobular stage to the mature stage, micropylar (MPE), peripheral (PE) and chalazal (CZE) endosperm derived from seeds containing embryos of the preglobular stage to the mature stage, and seed coat derived from seeds containing embryos of the preglobular stage to the mature stage. Red or green indicate tissues in which a particular gene is highly expressed or repressed, respectively.
(PDF) Click here for additional data file.

Figure S2 Interaction Network of AGL Transcription Factors Based on Yeast Two Hybrid Interaction Data [37]. Maternally expressed MEGs are indicated in red, paternally expressed AGLs are indicated in blue. The central regulator AGL62 is depicted in orange.
(PDF) Click here for additional data file.

Figure S3 CG DNA Methylation Profiles of MEGs in Vegetative Tissues and Endosperm and Expression Analysis of MEGs in *fis2* and 2n×4n Interploidy Crosses. (A–C) Analysis of MEGs without prominent CG DNA methylation levels in the vicinity of genic regions. (D–F) Analysis of MEGs with prominent CG DNA methylation levels in the vicinity of genic regions. (A, D) Fold-changes of MEG expression in *fis2* mutant seeds at 3 and 6 days after pollination (DAP) and from seeds derived from pollination with tetraploid pollen donors at 6 DAP compared to wild-type seeds at the corresponding time points. Data are based on ATH1 microarray signals after RMA normalization. Significantly deregulated genes are marked by an asterisk. (B, E) CG DNA methylation profiles of indicated MEGs in vegetative tissues (black line) or endosperm (red line) based on data published by [7], [41]. The gray bar represents the annotated gene body from transcription start (left) to transcription end (right). Red boxes represent transposable elements. Profiles are shown for 5% length intervals along the gene body and for 100 bp sequence intervals for the 2-kb regions upstream and downstream of each gene. The vertical dotted lines mark the gene body. The horizontal dashed line marks the DNA methylation level in vegetative tissues of TAIR8-annotated genes at the transcriptional start site. (C, F) H3K27me3 profiles of indicated MEGs in vegetative tissues (black line) or endosperm (red line) based on data published by [52], [64]. The gray bar represents the annotated gene body from transcription start (left) to transcription end (right). Red boxes represent transposable elements. Profiles are shown for 5% length intervals along the gene body and for 100 bp sequence intervals for the 2-kb regions upstream and downstream of each gene. The vertical dotted lines mark the gene body. The horizontal dashed line marks the H3K27me3 level of TAIR8-annotated genes at the transcriptional start site.
(PDF) Click here for additional data file.

Figure S4 CG DNA Methylation Profiles of PEGs in Vegetative Tissues and Endosperm and Expression Analysis of PEGs in *fis2* and 2n×4n Interploidy Crosses. (A) Fold-changes of PEG expression in *fis2* mutant seeds at 3 and 6 days after pollination (DAP) and from seeds derived from pollination with tetraploid pollen donors at 6 DAP compared to wild-type seeds at the corresponding time points. Data are based on ATH1 microarray signals after RMA normalization. Significantly deregulated genes are marked by an asterisk. (B) CG DNA methylation profiles of indicated PEGs in vegetative tissues (black line) or endosperm (red line) based on data published by [7], [41]. The gray bar represents the annotated gene body from transcription start (left) to transcription end (right). Red boxes represent transposable elements. Profiles are shown for 5% length intervals along the gene body and for 100 bp sequence intervals for the 2-kb regions upstream and downstream of each gene. The vertical dotted lines mark the gene body. The horizontal dashed line marks the DNA methylation level in vegetative tissues of TAIR8-annotated genes at the transcriptional start site. (C) H3K27me3 profiles of indicated PEGs in vegetative tissues (black line) or endosperm (red line) based on data published by [52], [64]. The gray bar represents the annotated gene body from transcription start (left) to transcription end (right). Red boxes represent transposable elements. Profiles are shown for 5% length intervals along the gene body and for 100 bp sequence intervals for the 2-kb regions upstream and downstream of each gene. The vertical dotted lines mark the gene body. The horizontal dashed line marks the H3K27me3 level of TAIR8-annotated genes at the transcriptional start site.
(PDF) Click here for additional data file.

Figure S5 CHG and CHH Methylation Profiles of MEGs. (A, B) CHG (A) and CHH (B) DNA methylation profiles of MEGs shown in Figure 4 in vegetative tissues (black line) or endosperm (red line) based on data published by [7], [41]. (C, D) CHG (C) and CHH (D) DNA methylation profiles of MEGs shown in Figure S3A in vegetative tissues (black line) or endosperm (red line) based on data published by [7], [41]. The gray bar represents the annotated gene body from transcription start (left) to transcription end (right). Red boxes represent transposable elements. Profiles are shown for 5% length intervals along the gene body and for 100 bp sequence intervals for the 2-kb regions upstream and downstream of each gene. The vertical dotted lines mark the gene body. The horizontal dashed line marks the DNA methylation level in vegetative tissues of TAIR8-annotated genes at the transcriptional start site.
(PDF) Click here for additional data file.

Figure S6 Average H3K27me3 profiles of vegetative tissues and endosperm. Average H3K27me3 profiles of vegetative tissues (black line) or endosperm (red line) of TAIR8-annotated genes (left panels), MEGs (middle panels), and PEGs (right panels). MEGs and PEGs correspond to all genes indicated in Tables S4 and S7, respectively. The gray bar represents the annotated gene body from transcription start (left) to transcription end (right). Profiles are shown for 5% length intervals along the gene body and for 100 bp sequence intervals for the 2-kb regions upstream and downstream of each gene. The vertical dotted lines mark the gene body. The horizontal dashed line marks the H3K27me3 level of TAIR8-annotated genes at the transcriptional start site.
(PDF) Click here for additional data file.

Figure S7 Identification of windows containing significantly enriched numbers of clustered MEGs (A) and PEGs (B). The significance threshold (p = 0.05) is indicated by a red line.
(PDF) Click here for additional data file.

Figure S8 Overlap of MEGs (A) and PEGs (B) identified by [45] and MEGs and PEGs identified in this study. MEGs_LC and PEGs_LC correspond to MEGs and PEGs identified by [45] using L*er*/Col accessions; MEGs_BC and PEGs_BC correspond to MEGs and PEGs identified in this study using Bur-0/Col-0 accessions. Unfiltered MEGs_LC and PEGs_LC were identified by [45] using p≤0.001 and p≤0.05, respectively. Unfiltered MEGs_BC and PEGs_BC correspond to data shown in Tables S1 and S2, respectively. Filtered MEGs_BC and PEGs_BC correspond to data shown in Tables S4 and S7, respectively.
(PDF) Click here for additional data file.

Figure S9 Cluster analysis of MEGs identified by [45] that overlap with unfiltered MEGs identified in this study (Table S15). Cluster analysis of MEGs was based on their expression in embryo, endosperm and seed coat during different stages of seed development. The cluster containing genes with low or without expression in seed coat is marked by a vertical orange bar. The cluster containing genes with high expression in the seed coat is marked by a vertical yellow bar. Genes present in our filtered MEG dataset (Table S7) are indicated. Each row represents a gene, and each column represents a tissue type. Tissue types are: embryos from the preglobular stage to the mature stage, micropylar (MPE), peripheral (PE) and chalazal (CZE) endosperm derived from seeds containing embryos of the preglobular stage to the mature stage, and seed coat derived from seeds containing embryos of the preglobular stage to the mature stage. Red or green indicate tissues in which a particular gene is highly expressed or repressed, respectively.
(PDF) Click here for additional data file.

Table S1 Genes with maternally-biased expression (MEGs). m, Maternal, p, Paternal alleles.
(XLSX) Click here for additional data file.

Table S2 Genes with paternally-biased expression (PEGs). m, Maternal, p, Paternal alleles.
(XLSX) Click here for additional data file.

Table S3 Genes that are expressed in at least one stage and domain of endosperm development until heart stage and are not expressed in the seed coat and in vegetative tissues (seedlings, cotyledons, hypocotyl, leaves, stems, roots, shoot apical meristem, flowers at stages 10, 12).
(XLSX) Click here for additional data file.

Table S4 MEGs and accession-dependent MEGs. m, Maternal, p, Paternal alleles. Genes marked in yellow are PcG target genes in vegetative tissues. Genes marked in orange have higher expression levels in flowers stage 12 than in siliques containing seeds with globular stage embryos (SLRs_Seeds_-SLRs_Flowers_). AD, accession-dependent imprinting; + imprinting confirmed; -, imprinting not confirmed.
(XLSX) Click here for additional data file.

Table S5 Genes that are expressed in at least one stage and domain of endosperm development until heart stage.
(XLSX) Click here for additional data file.

Table S6 Genes with paternally-biased expression (PEGs). m, Maternal, p, Paternal alleles.
(XLSX) Click here for additional data file.

Table S7 PEGs and accession-dependent PEGs. m, Maternal, p, Paternal alleles. Genes marked in yellow are PcG target genes in vegetative tissues. AD, accession-dependent imprinting; + imprinting confirmed; -, imprinting not confirmed.
(XLSX) Click here for additional data file.

Table S8 GO analysis of MEGs and PEGs (including accession-dependent MEGs and PEGs).
(PDF) Click here for additional data file.

Table S9 Median omega, dN and dS values as calculated from pairwise alignments between *Arabidopsis thaliana* and *Arabidopsis lyrata* orthologs. Measure of spread represented as the semi interquartile range.
(PDF) Click here for additional data file.

Table S10 Outputs for MEGs from Codeml and YN00 programs from the Codeml package.
(XLSX) Click here for additional data file.

Table S11 Outputs for PEGs from Codeml and YN00 programs from the Codeml package.
(XLSX) Click here for additional data file.

Table S12 Number of homologous genes to MEGs and PEGs (including accession-dependent MEGs and PEGs) in comparison to the genome-wide frequency of gene homologs.
(PDF) Click here for additional data file.

Table S13 Comparative analysis of parent-of-origin specific genes identified in this study and published in [45]. Overlap of unfiltered MEGs_LC (p<0.05) and unfiltered MEGs_BC (Table S1). MEGs_LC, MEGs identified by Hsieh and colleagues [45] using L*er*/Col-0 accessions; MEGs_BC, MEGs identified in this study using Bur-0/Col-0 accessions.
(XLSX) Click here for additional data file.

Table S14 Comparative analysis of parent-of-origin specific genes identified in this study and published in [45]. Overlap of unfiltered MEGs_LC (p<0.001) and unfiltered MEGs_BC (Table S1). MEGs_LC, MEGs identified by Hsieh and colleagues [45] using L*er*/Col-0 accessions; MEGs_BC, MEGs identified in this study using Bur-0/Col-0 accessions.
(XLSX) Click here for additional data file.

Table S15 Comparative analysis of parent-of-origin specific genes identified in this study and published in [45]. Overlap of MEGs_LC (p<0.001 filtered for endosperm expression) and unfiltered MEGs_BC (Table S1). MEGs_LC, MEGs identified by Hsieh and colleagues [45] using L*er*/Col-0 accessions; MEGs_BC, MEGs identified in this study using Bur-0/Col-0 accessions.
(XLSX) Click here for additional data file.

Table S16 Comparative analysis of parent-of-origin specific genes identified in this study and published in [45]. Overlap of unfiltered MEGs_LC (p<0.001) and filtered MEGs_BC (Table S7). MEGs_LC, MEGs identified by Hsieh and colleagues [45] using L*er*/Col-0 accessions; MEGs_BC, MEGs identified in this study using Bur-0/Col-0 accessions. Genes marked in yellow have been identified as accession-dependent MEGs_BC.
(XLSX) Click here for additional data file.

Table S17 Comparative analysis of parent-of-origin specific genes identified in this study and published in [45]. Overlap of filtered MEGs_LC (p<0.001) and filtered MEGs_BC (Table S7). MEGs_LC, MEGs identified by Hsieh and colleagues [45] using L*er*/Col-0 accessions; MEGs_BC, MEGs identified in this study using Bur-0/Col-0 accessions. Genes marked in yellow have been identified as accession-dependent MEGs_BC.
(XLSX) Click here for additional data file.

Table S18 Comparative analysis of parent-of-origin specific genes identified in this study and published in [45]. Overlap of unfiltered PEGs_LC (p<0.05) and unfiltered PEGs_BC (Table S2). PEGs_LC, PEGs identified by Hsieh and colleagues [45] using L*er*/Col-0 accessions; PEGs_BC, PEGs identified in this study using Bur-0/Col-0 accessions. Genes marked in red are not present on the ATH1 miroarray. Genes marked in yellow have been identified as accession-dependent PEGs_BC.
(XLSX) Click here for additional data file.

Table S19 Comparative analysis of parent-of-origin specific genes identified in this study and published in [45]. Overlap of unfiltered PEGs_LC (p<0.05) and filtered PEGs_BC (Table S7). PEGs_LC, PEGs identified by Hsieh and colleagues [45] using L*er*/Col-0 accessions; PEGs_BC, PEGs identified in this study using Bur-0/Col-0 accessions. Genes marked in yellow have been identified as accession-dependent PEGs_BC.
(XLSX) Click here for additional data file.

Table S20 Primers and enzymes used for allele-specific expression analysis.
(PDF) Click here for additional data file.

# Supplementary material for: High-Resolution Analysis of Parent-of-Origin Allelic Expression in the Arabidopsis Endosperm
**Source:** PLoS Genet. 2011 Jun 16;7(6):e1002126. doi: 10.1371/journal.pgen.1002126

**Figure S8**

**A**

739 unfiltered MEGs\_LC  
(651 have SNPs in  
Col-0/Bur-0 accessions)

12041 unfiltered MEGs\_BC  
(10608 have SNPs in  
Ler/Col accessions)

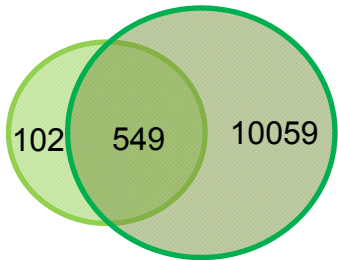

739 unfiltered MEGs\_LC  
(651 have SNPs in  
Col-0/Bur-0 accessions)

39 filtered MEGs\_BC  
(36 have SNPs in  
Ler/Col accessions)

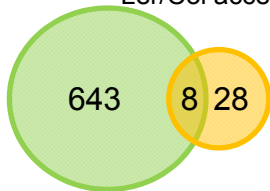

114 filtered MEGs\_LC  
(101 have SNPs in  
Col-0/Bur-0 accessions)

12041 unfiltered MEGs\_BC  
(10608 have SNPs in  
Ler/Col accessions)

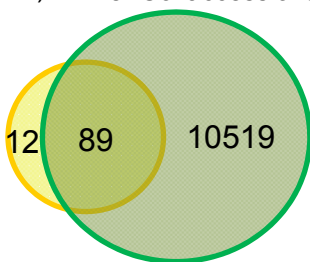

114 filtered MEGs\_LC  
(101 have SNPs in  
Col-0/Bur-0 accessions)

39 filtered MEGs\_BC  
(36 have SNPs in  
Ler/Col accessions)

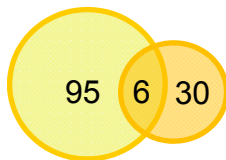

**B**

25 unfiltered PEGs\_LC  
(22 have SNPs in  
Col-0/Bur-0 accessions)

119 unfiltered PEGs\_BC  
(106 have SNPs in  
Ler/Col accessions)

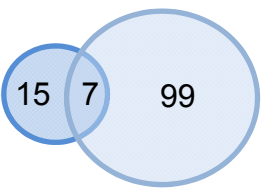

25 unfiltered PEGs\_LC  
(22 have SNPs in  
Col-0/Bur-0 accessions)

27 filtered PEGs\_BC  
(24 have SNPs in  
Ler/Col accessions)

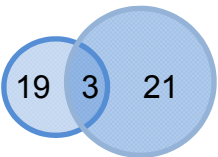

**Supplement:** Figure S8 — Overlap of MEGs (A) and PEGs (B) identified by [45] and MEGs and PEGs identified in this study. MEGs_LC and PEGs_LC correspond to MEGs and PEGs identified by [45] using Ler/Col accessions; MEGs_BC and PEGs_BC correspond to MEGs and PEGs identified in this study using Bur-0/Col-0 accessions. Unfiltered MEGs_LC and PEGs_LC were identified by [45] using p≤0.001 and p≤0.05, respectively. Unfiltered MEGs_BC and PEGs_BC correspond to data shown in Tables S1 and S2, respectively. Filtered MEGs_BC and PEGs_BC correspond to data shown in Tables S4 and S7, respectively.

# Supplementary material for: High-Resolution Analysis of Parent-of-Origin Allelic Expression in the Arabidopsis Endosperm
**Source:** PLoS Genet. 2011 Jun 16;7(6):e1002126. doi: 10.1371/journal.pgen.1002126
**Supplement:** Table S8 — GO analysis of MEGs and PEGs (including accession-dependent MEGs and PEGs).

**Table S8. GO analysis of MEGs and PEGs (including accession-dependent MEGs and PEGs).**

**MEGs**

**Biological Process**

| GO term    | p-value | Number | Definition                                 |
|------------|---------|--------|--------------------------------------------|
| GO:0009056 | 0.0012  | 7      | Catabolic process                          |
| GO:0006355 | 0.0022  | 6      | Regulation of transcription, DNA-dependent |
| GO:0032774 | 0.0027  | 6      | RNA biosynthetic process                   |

**Molecular Functions**

|            |          |   |                               |
|------------|----------|---|-------------------------------|
| GO:0004126 | 2,87E+07 | 3 | Cytidine deaminase activity   |
| GO:0003700 | 0.043    | 6 | Transcription factor activity |

**PEGs**

**Biological Process**

|            |       |   |                       |
|------------|-------|---|-----------------------|
| GO:0006996 | 0.012 | 3 | Nucleus organization  |
| GO:0032502 | 0.020 | 5 | Developmental process |

# Supplementary material for: High-Resolution Analysis of Parent-of-Origin Allelic Expression in the Arabidopsis Endosperm
**Source:** PLoS Genet. 2011 Jun 16;7(6):e1002126. doi: 10.1371/journal.pgen.1002126
**Supplement:** Table S9 — Median omega, dN and dS values as calculated from pairwise alignments between Arabidopsis thaliana and Arabidopsis lyrata orthologs. Measure of spread represented as the semi interquartile range.

**Table S9. Median omega, *dN* and *dS* values as calculated from pairwise alignments between *Arabidopsis thaliana* and *Arabidopsis lyrata* orthologs. Measure of spread represented as the semi interquartile range.**

|                  | <b>Nr. of genes<br/>tested</b> | <b><i>dN/dS</i></b> | <b><i>dN</i></b> | <b><i>dS</i></b> |
|------------------|--------------------------------|---------------------|------------------|------------------|
| MEGs             | 27                             | 0.717 ± 0.354       | 0.106 ± 0.044    | 0.152 ± 0.028    |
| PEGs             | 19                             | 0.481 ± 0.255       | 0.109 ± 0.047    | 0.192 ± 0.045    |
| Background genes | 19,965                         | 0.181 ± 0.101       | 0.026 ± 0.015    | 0.146 ± 0.032    |

# Supplementary material for: High-Resolution Analysis of Parent-of-Origin Allelic Expression in the Arabidopsis Endosperm
**Source:** PLoS Genet. 2011 Jun 16;7(6):e1002126. doi: 10.1371/journal.pgen.1002126
**Supplement:** Table S12 — Number of homologous genes to MEGs and PEGs (including accession-dependent MEGs and PEGs) in comparison to the genome-wide frequency of gene homologs.

**Table S12. Number of homologous genes to MEGs and PEGs (including accession-dependent MEGs and PEGs) in comparison to the genome-wide frequency of gene homologs.**

|        | <b>Number of homologs</b> | <b>Number of genes</b> | <b>Percentage</b> | <b>p value</b> |
|--------|---------------------------|------------------------|-------------------|----------------|
| Genome | 0                         | 6251                   | 23.17             |                |
|        | >0                        | 20726                  | 76.83             |                |
| MEGs   | 0                         | 4                      | 10.26             | 0.023          |
|        | >0                        | 35                     | 89.74             |                |
| PEGs   | 0                         | 2                      | 7.41              | 0.026          |
|        | >0                        | 25                     | 92.59             |                |

P values were determined using hypergeometric testing.

# Supplementary material for: High-Resolution Analysis of Parent-of-Origin Allelic Expression in the Arabidopsis Endosperm
**Source:** PLoS Genet. 2011 Jun 16;7(6):e1002126. doi: 10.1371/journal.pgen.1002126
**Supplement:** Table S20 — Primers and enzymes used for allele-specific expression analysis.

Table S20. Primers and enzymes used for allele-specific expression analysis.

| Locus     | Primer (5'-3')                                             | Enzyme                       |
|-----------|------------------------------------------------------------|------------------------------|
| AT1G51000 | ATGGCTAATATTGTTGGAAACACT,<br>CTTCTCCTTCACAGTTTCTTT         | Ban I<br>(1 site in Bur-0)   |
| AT3G21830 | CTGCTTCTTCCTCAGGTGTT,<br>TGATCTCGAGAAGTGGGACA              | Hinf I<br>(1 site in Bur-0)  |
| AGL36     | AGTCATTTTCCGACTCTCCTATTCATG,<br>GGTAGTTGATTGGATGGTAGTTGATG | TspR I<br>(1 site in Bur-0)  |
| AGL96     | GTGAACTTGCTGATCTCTCCCC,<br>GCTCTCTCCTTTATAGGTCCCCAA        | Hph I<br>(1 site in Bur-0)   |
| AGL28     | GGTAAAAATGACCAACGAATCAAAC,<br>TGGACTATTGACTGCTTGGTCTCTT    | Bsr I<br>(1 site in Bur-0)   |
| AT1G35183 | ATGGAAAGTAACAACCTTCATTCGTG,<br>TCAGAACCTGTCTCCATATCATCG    | Nla III<br>(1 site in Col-0) |
| AT1G49290 | AGGGAGAAACAATTGGCTTTAGA,<br>CTATCACTTCCCCGAATCTCCTA        | Fok I<br>(1 site in Col-0)   |
| AT4G31900 | GAAAACCAATGTAATCCTTGCG,<br>GAAAATGCATCAGAGCGAAAAG          | detection by<br>sequencing   |
| AGL23     | TACACAAAGCTTCATGTTCAAATGC,<br>ACCCCTGGTTTGTGGAGATATTA      | Apa I<br>(1 site in Bur-0)   |

|           |                                                        |                                                 |
|-----------|--------------------------------------------------------|-------------------------------------------------|
| At5G54350 | AGCCTCCTGTTGCTCCTCCT,<br>AACCACCTTATCCTCCCGATAG        | Tsp45 I<br>(1 site in Col-0)                    |
| At3G50720 | GTTACCGAACTCGTAAGAGGTGG,<br>CCAATTCGGAGTGGCTCA         | Ava I<br>(1 site in Bur-0;<br>2 sites in Col-0) |
| At1g52460 | AATGGATATGTCCATCTCTCGTGCT,<br>CGTTTTAGGCTCTTCGCCTT     | detection by<br>sequencing                      |
| At3g23060 | TGAAGACAATGGATTGGACGAA,<br>TCTTTTCCACCGGTTTCTTACC      | detection by<br>sequencing                      |
| At5g03020 | ATACATAATCGGTGGATTGTTAGG,<br>GCATGCCTTGGTCGTAAAGTAAT   | detection by<br>sequencing                      |
| At1g60970 | AACAAATGCTAGGACCGAAGTGG,<br>TTAGGGTCAGTGCTATTGATCCC    | detection by<br>sequencing                      |
| At2g19400 | GCCAGTGGTCAATGGAGAACTT,<br>AATTGCAGAGTCACTTCGGGTAG     | detection by<br>sequencing                      |
| At4g29570 | TCTCCGGATCACCTGTCGTAG,<br>ATGTTCTTTCTGACCGGTTG         | detection by<br>sequencing                      |
| At5g46300 | TTGGAGAAAAAGAGATTGACGATC,<br>GACTCCTTTTCTCCAATGAACACTT | detection by<br>sequencing                      |
| At3g10590 | CCAACGATGTTAATCAGATGCC,<br>GCCCTCGGTAGACTCCAAAGTT      | detection by<br>sequencing                      |
| At1g20730 | CTCACCAGGCAGATCGCAA,<br>ACCGCAGTGAGAGCAGAGATTA         | detection by<br>sequencing                      |

|           |                                                       |                            |
|-----------|-------------------------------------------------------|----------------------------|
| At1g60400 | ATCAGAAATTTTCTCACCGGGA,<br>TGAAACTGGTGTCTTCTGCTGAAC   | detection by<br>sequencing |
| At5g50470 | GCGACGTTGTCCCAAGAGA,<br>TCCAATTTCCCCAGCTGC            | detection by<br>sequencing |
| At3g62230 | TAACGACCGGTTAATGAAGTTGG,<br>GCATGAATCTGATTCCAACAACTC  | detection by<br>sequencing |
| At3g49770 | AGGATTCTCCCTACAACCTTCTACA,<br>GATTATATGCATCATCCTCGTCG | detection by<br>sequencing |
| At1g66630 | AACTGTTGGAGCTTGATCTTCTG,<br>TGGTTCAGGGCAGTAGCAAAG     | detection by<br>sequencing |
| At1g11810 | GCAAAAACCGTAACCACAAAATC,<br>TCATCACCCAAAGACTCAAACG    | detection by<br>sequencing |
| At4g11940 | AAAGTTCTTCTTTGCTTGGTCGC,<br>TCATACCATCCAAACCGATTGT    | detection by<br>sequencing |

How the deposited data were processed for this re-analysis (not part of the article)

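RNA from whole seeds at 4 DAP of the crosses Col-0×Bur-0 and Bur-0×Col-0 was sequenced, with 1 library per cross on 4 lanes. The authors deposited the matches of 36-nt reads to 71-nt windows of the TAIR8 sequence, each centred on a Bur-0 SNP and made once with each allele. The matches were found with vmatch with up to 2 mismatches, kept where unique in the set of windows, and neither normalized nor assigned to genes. The number of mismatches is not written for a match. The unit of all values derived here is therefore the count, the number of deposited matches per SNP window, allele and cross, with the 4 lanes summed, since they are listed under one library. The index named in the match lines held 569797 SNPs, and 147349 windows had at least 1 match.

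Maternal shares are given with 95% Wilson intervals, and a count of 0 with the share that 3 matches would make. For each window or gene and each cross, maternal and paternal matches were compared with 2m∶1p in a one-sided exact binomial test, and the larger p of both crosses was squared. The q-value was p times the number of tests over the rank, and q of at most 0.05 was called. The tests on SNP windows took the place of tests on all genes, as set before the data were examined for the case that no annotation of the build was at hand. For loci in the tables of the paper, the gene region was the run of neighbouring windows on the chromosome of the locus whose summed counts of the 4 alleles equal those listed. The counts of these loci therefore equal the paper's by construction, and what is added is their split over windows, lanes and starts. Of 2147 loci with counts, 2145 were placed in this way. Runs with equal sums on decoy intervals were found for 0 of 20340 draws at loci with at least 200 matches. This was 0 of 390 at loci with 50 to 199, 2 of 560 with 20 to 49 and 0 of 180 with fewer. Runs with equal sums on another chromosome were found for 4 of 2034 loci with at least 200 matches and 4 of 39 with 50 to 199. They were found for 22 of 56 loci with 20 to 49 matches and 12 of 18 with fewer. At low counts, and to a lesser degree at 50 to 199, a placement thus rests on the position between deeper loci and is less certain. Low counts are frequent among the candidates, with fewer than 50 matches at 61 of the 118 loci of Table S2 and 14 of the 27 PEGs. The joint p limits of the paper's lists were taken at ranks 12041 and 119 of 19161 genes.

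Same-accession ratios used a limit of 5 for MEGs and 1.5 for PEGs, with a count of 0 set to 1. The distribution over SNP windows was tested with a chi-square test with p from 2000 simulated tables. Neighbours within 50 genes were counted in the TAIR10.1 gene order and compared with 10000 random lists from all 37887 genes. Drawing from the genes with matches only, which had been set as the first choice, was not run, because gene regions were placed only for listed loci. Gene symbols were also taken from TAIR10.1, by locus, for 39 of 39 MEGs, 27 of 27 PEGs and 118 loci of Table S2. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used. The genes named are those that the paper's text names as known imprinted, accession-dependent or tested by PCR, and the 5 genes with the smallest joint p in each direction outside Tables S4 and S7, with ties settled by the number of matches. In the maternal direction the joint p of these genes was too small to be computed, so they are the 5 with the most matches among the 1998 loci of Table S1 used here. Genes named for an unequal distribution over windows or for their neighbours were chosen after their values were seen.

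The steps were tested on simulated data with independently drawn matches. Changed windows had at least 20 matches in each cross, and simulated loci at least 20 matches. The rates below hold for that depth and for independent matches. They do not carry over to shallower windows and loci, or to matches that repeat a start. Of 200 windows given a paternal bias 196 were called, and 1 unchanged window was called. Of 200 given a maternal bias 199 were called, and 2 unchanged windows were. Of 1818 simulated loci 1816 were placed and 0 were placed wrongly. Of 700 simulated genes the chi-square test called all 200 unequal ones and 26 of the others, and the neighbour test called all 200 clustered lists and 5 of 200 random ones.

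The alternatives changed how matches are counted (a read once per gene, or one start and strand once per lane), which windows and lanes are used, the joint p, the null ratio, the coverage minimum, the same-accession ratio, the chi-square test and the gene order. Table S1 was used for 1998 loci. The totals of MEGs and PEGs over all genes, the selection with Table S3, and windows outside annotated genes were not analysed here, and neither were the PCR, methylation, microarray and substitution-rate data. MEA, FIS2, MPC, ATFH5, HDG3, HDG8 and HDG9 were not analysed here, and AT5G26692 could not be placed.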

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

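The tests of the sequencing instrument, of a few abundant windows, of the reads sequenced in lane 4 and of the SNPs beside AT1G35183 were chosen only after the result was seen. Of 10 groups of 4 lanes, 6 had a lane far from the other 3 by Dixon's 95% critical value for 4 samples, and chance gives 0.5. As the lanes are listed under one library, no biological explanation was tested for them.

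Lane 4 had the fewest matches in both crosses, 1295748 in Col-0×Bur-0 and 1733892 in Bur-0×Col-0, and in Bur-0×Col-0 also stood apart in its reads, 26301480. Its 5.306 matches per 100 reads in Col-0×Bur-0 were close to the 5.41 and 5.44 of lanes 2 and 3, so fewer sequenced reads are a possible explanation. When matches of one start and strand were counted once, lane 4 also had the lowest paternal share, 8.803% in Col-0×Bur-0 and 6.321% in Bur-0×Col-0. Lanes 1 to 3 of Col-0×Bur-0 drawn down to the number of matches of lane 4 gave 8.826% on average, so that lower depth may account for it.

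Lane 1 of Col-0×Bur-0 had a paternal share of 6.241%, against 7.055%, 7.094% and 7.055% in lanes 2 to 4. Its window counts were dispersed by 13.8 to 15.2 times the sampling noise against the other lanes. Lanes 2 and 4, which were run on different instruments, differed by only 1.398 times, which argues against the instrument as the cause. Without the 39 windows with over 1000 paternal matches the gap of the outermost lane fell to 0.235 of the range, so a few windows may hold the difference in share. In the window starting at 14270691 on chromosome 5 of TAIR8, lane 1 had 7307 Bur-0 matches and lane 2 had 17878. This window held 12.1% of the paternal matches of Col-0×Bur-0. Its Col-0 matches were 1 in Col-0×Bur-0 and 0 in Bur-0×Col-0, against 56068 and 45826 Bur-0 matches, so it does not show the parent. The counts differed more in other windows, with 133 Col-0 matches in lane 1 against 8262, 7977 and 9061 in lanes 2 to 4 at 8410964 on chromosome 3, and 320 against 4726, 4720 and 3547 at 4489372 on chromosome 5. Between lane 1 and the other lanes 14.2% to 17.2% of windows were more than 2-fold apart, and among lanes 2 to 4 at most 0.773%. Sampling noise between runs of one library does not give such differences. Another preparation in lane 1 therefore stays open as an explanation and cannot be told apart from a fault of its run, because the highest share of matches with a common start and strand, 15.58%, was like that among lanes 2 to 4 and little above that between libraries. With lane 1 of both crosses left out, the number of paternally biased windows fell from 76 to 48. With lanes 2, 3 and 4 of both crosses left out in turn, it fell to 45, 48 and 57. Called PEGs of Table S7 likewise fell from 27 to 19 without lane 1, and to 24, 22 and 22 without lanes 2 to 4. As both crosses lost a lane, these counts do not isolate lane 1 of Col-0×Bur-0. Fisher's exact test compared the parental matches of lane 1 with those of lanes 2 to 4 in that cross. Of 66 candidates, 2 had p of at most 0.05, and 0 after Benjamini-Hochberg adjustment.

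The paper does not report calls for single windows. The placed loci held 33812 of the 147349 matched windows, so a window outside them may still lie in a gene. Of the paternally biased windows, 10 lay outside the placed loci. This number was 20 with one start and strand counted once per lane, 5 or 6 when a lane was left out, and 4 with the p-value not squared or a null of 1 to 1. Of these, 4 lay just before AT1G35183 on chromosome 1, between 12883383 and 12884069, with 117 paternal and 1 maternal matches in Bur-0×Col-0 and 80 and 0 in Col-0×Bur-0. With 2 windows behind the gene, 6 neighbouring windows had more paternal than maternal matches in both crosses. Together they had 141 paternal and 2 maternal matches in Bur-0×Col-0 and 88 and 1 in Col-0×Bur-0. Col-0 matches made up 98.6% of all matches of these windows in Bur-0×Col-0 and 1.124% in Col-0×Bur-0. The windows were chosen by direction and not by the size of this exchange, and as a false SNP would give the same share in both crosses, it argues against false SNPs. The 4 biased windows all kept the joint p limit with matches of one start and strand counted once, which argues against repeated reads. A transcript longer than the placed region is one reading that may apply to these 6 windows and was not tested, and without replicates the pattern remains a hypothesis.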

How the results depend on the processing

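Of 105 alternatives over 12 results, 75 kept the size or the side of the threshold. The number of maternally biased windows stayed within 1.5 times 47300 (32794 to 59219) and the neighbouring MEGs (8 to 18) kept a permutation p of at most 0.0046 in all alternatives run. Where values changed, the cause was not tested, except that leaving out a lane lowers the depth, a single window holds fewer matches, and loci with 1 window cannot pass without it.

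The maternal share of 93.15% in Col-0×Bur-0 became 90.84% with one start and strand counted once per lane, 94.00% with windows matched by both accessions, 94.80% with windows with no other matched SNP within 35 nt, and 92.93%, 93.23%, 93.25% and 93.20% without lanes 1 to 4 in turn. In Bur-0×Col-0, 95.40% became 93.45%, 95.36% and 93.39% in the first 3 of these. The lane and distance settings were chosen after seeing the data, as were those marked so below.

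The 76 paternally biased windows became 25 with the p-value not squared and 44 with at least 10 matches in each cross. They became 18 with a null of 1 to 1, and 48, 45 and 48 without lanes 1, 2 and 3 of both crosses. Called MEGs of Table S4 fell from 39 to 25 without the window with the most matches (chosen after), of which 8 losses were loci with 1 window. Called PEGs of Table S7 fell from 27 to 14 with that window alone, to 16 with the p-value not squared and to 14 with a null of 1 to 1. The 118 loci of Table S2, all run after, fell to 44 with that window alone, 64 without it (8 losses were loci with 1 window), 65 with the p-value not squared and 55 with a null of 1 to 1.

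Accession-dependent MEGs rose from 7 to 13 with 1 added to every count, and PEGs from 6 to 11 with a limit of 3 (chosen after). Genes with an unequal distribution over windows fell from 13 to 8 within Col-0 matches and to 8 within Bur-0 matches (chosen after). Neighbouring PEGs rose from 4 (permutation p = 0.2125) to 11 over 100 genes (permutation p = 0.0041) and to 8 with protein-coding genes only (permutation p = 0.0217, chosen after), and fell to 2 over 20 genes (permutation p = 0.3147).

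Depth limits the candidates, since 6 MEGs and 7 PEGs had fewer than 10 matches in a cross. Alternatives with 0 mismatches, with the better of both matches of a read (reads on both windows of one SNP were left out instead), with windows on more than one gene, with q adjusted over all genes, with the selection of Table S3 and with windows outside annotated genes were not run. No paired analysis was possible because each cross has 1 library.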

Differences from the paper's values

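The paper states that no candidate had an unequal distribution of parental reads over its SNPs. In the chi-square test, 13 of 47 testable genes had a p-value of at most 0.05, and between 8 and 15 genes in the alternatives run, so that none reached the paper's statement.

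The paper lists AT1G73560 as imprinted in Bur-0 only. Its ratios were below the limit in both accessions, 4.80 for Bur-0 and 1.30 for Col-0; with windows with no other matched SNP within 35 nt, chosen after seeing the values, the Bur-0 ratio was 5.69. The paper names AT5G62110 among the PEGs that remained after the embryo filter, and this locus was absent from the 27 loci of Table S7 as used here.

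The paper states that PEGs occur in clusters more than by chance and lists more PEG clusters than the 2 groups found here, where 4 PEGs had a neighbour (permutation p = 0.2125). The 37887 genes of the order used here exceed those of the paper's annotation, so 50 genes span a shorter stretch here. Over 20 genes the permutation p was 0.3147, and over 100 genes it was 0.0041. With the 27432 protein-coding genes only, chosen after seeing the values and closer in number to the paper's annotation, 8 PEGs formed 4 groups (permutation p = 0.0217). The difference from the paper thus depends on which genes are counted. The paper sets a higher ratio for PEGs in its text than in Figure 1B; with 3 in place of 1.5, chosen after seeing the values, 11 PEGs were accession-dependent and not 6. The paper describes Col-0×Bur-0 as the more deeply sequenced cross, while the file headers give 121894863 reads for it and 129251366 for Bur-0×Col-0.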

Other observations

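The test of matches covering a second SNP, that of the ratio at distant SNPs, those of the unequal distribution over windows and that of AT1G60740 were chosen only after the result was seen. At SNPs with another matched SNP within 35 nt, Bur-0 matches exceeded Col-0 matches by 2.34 times. Farther than 35 nt the ratio was 0.9522, which argues against higher expression of Bur-0 alleles. Of the Col-0 matches at a pair of close SNPs, 0% covered the second SNP. Reads over both SNPs may thus be lost for Col-0 because they match 2 Col-0 windows equally, while the Bur-0 windows differ. Of the Bur-0 matches at such pairs, 22.5% in Col-0×Bur-0 and 43.0% in Bur-0×Col-0 covered the second SNP.

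One-directional maternal bias, an exact p of at most 0.05 in only one cross, was counted in windows with at least 10 matches in each cross. Bias in Bur-0×Col-0 alone was 5.287 times as frequent as in Col-0×Bur-0 alone among the 15667 such windows with a SNP within 35 nt (2448 against 463), and 0.833 times as frequent among the other 32045 (1627 against 1953). The loss of Col-0 matches at close SNPs may contribute to one-directional calls.

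Of the 13 candidates with an unequal distribution over windows, 8 kept a p-value of at most 0.05 on isolated windows, 9 with matches of one start and strand counted once, and 9 within one accession. Taken singly, each of these technical explanations is therefore unlikely to be the whole cause for the 13 genes as a set. The genes kept differ between the checks, and no PEG was kept in all of them. On isolated windows the permutation p was 0.536 for AT4G10160 and 0.656 for PKR2. With repeats counted once it was 0.378 for AT1G60740 and 0.191 for AT4G20800, and within Bur-0 it was 0.509 for AT4G22400. For such genes these explanations are not excluded. Parental splicing was not tested directly. In AT1G60740, 0 windows had more paternal than maternal matches in both crosses, while 26 of the 27 PEGs had at least 1. Its call may rest on windows that favour one accession whichever parent it comes from. No biological explanation was tested for these patterns.

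The PCR experiments of the paper were not analysed here. In the sequenced libraries, AT1G20730 had 1476 maternal and 4 paternal matches in Bur-0×Col-0 and 2030 and 74 in Col-0×Bur-0. Its paternal share was thus 0.270% in Bur-0×Col-0 and 3.52% in Col-0×Bur-0. AGL23 (AT1G65360) had 50 paternal and 15 maternal matches in Bur-0×Col-0 and 60 and 4 in Col-0×Bur-0.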
